# Microarray analysis of gene expression profiles in ripening pineapple fruits

**DOI:** 10.1186/1471-2229-12-240

**Published:** 2012-12-18

**Authors:** Jonni H Koia, Richard L Moyle, Jose R Botella

**Keywords:** Pineapple, Non-climacteric, Fruit ripening, Microarray

## Abstract

**Background:**

Pineapple (*Ananas comosus*) is a tropical fruit crop of significant commercial importance. Although the physiological changes that occur during pineapple fruit development have been well characterized, little is known about the molecular events that occur during the fruit ripening process. Understanding the molecular basis of pineapple fruit ripening will aid the development of new varieties via molecular breeding or genetic modification. In this study we developed a 9277 element pineapple microarray and used it to profile gene expression changes that occur during pineapple fruit ripening.

**Results:**

Microarray analyses identified 271 unique cDNAs differentially expressed at least 1.5-fold between the mature green and mature yellow stages of pineapple fruit ripening. Among these 271 sequences, 184 share significant homology with genes encoding proteins of known function, 53 share homology with genes encoding proteins of unknown function and 34 share no significant homology with any database accession. Of the 237 pineapple sequences with homologs, 160 were up-regulated and 77 were down-regulated during pineapple fruit ripening. DAVID Functional Annotation Cluster (FAC) analysis of all 237 sequences with homologs revealed confident enrichment scores for redox activity, organic acid metabolism, metalloenzyme activity, glycolysis, vitamin C biosynthesis, antioxidant activity and cysteine peptidase activity, indicating the functional significance and importance of these processes and pathways during pineapple fruit development. Quantitative real-time PCR analysis validated the microarray expression results for nine out of ten genes tested.

**Conclusions:**

This is the first report of a microarray based gene expression study undertaken in pineapple. Our bioinformatic analyses of the transcript profiles have identified a number of genes, processes and pathways with putative involvement in the pineapple fruit ripening process. This study extends our knowledge of the molecular basis of pineapple fruit ripening and non-climacteric fruit ripening in general.

## Background

Pineapple (*Ananas comosus*) is a tropical fruit crop of significant commercial value and is the most important economic plant in the *Bromeliaceae* family. However, surprisingly little research has been undertaken to understand the molecular basis of pineapple fruit development - an essential pre-requisite for future improvement by molecular breeding or genetic modification.

In terms of fruit ripening, fleshy fruits are classified as either climacteric or non-climacteric. In climacteric fruits, such as apples and bananas, a burst of ethylene biosynthesis and an increase in respiration is observed at the onset of ripening. Conversely, non-climacteric fruits such as pineapple lack the autocatalytic ethylene burst and the increase in respiration. Although the physiological changes that occur during pineapple fruit development are well known, little is known about the molecular events that govern pineapple fruit ripening.

The advent of high throughput sequencing and microarray technologies has facilitated large-scale studies on gene expression changes during fruit development in a number of species, including climacteric fruits tomato and apple, and the non-climacteric fruit strawberry [1-3]. In a previous study, we reported the construction of subtracted and normalized EST cDNA libraries, including the green mature and yellow mature ripening stages of pineapple fruits [4]. More recently, short read next generation sequencing technology was applied to a ripe pineapple fruit gene discovery project [5]. In this study, we report the development of an EST-based pineapple microarray and its use to identify differentially expressed genes during fruit ripening. Online bioinformatics tools were used to assign putative identity and function to those pineapple genes displaying differential expression during fruit ripening. We also applied visual mapping tools such as MapMan (v3.1.1), the Kyoto Encyclopedia of Genes and Genomes (KEGG) online resource and Heat Maps generated through DAVID to visualize biological processes and pathways of significance during pineapple fruit ripening. Quantitative real-time PCR analysis was used to validate a subset of the differentially expressed genes. This study contributes to our understanding of the molecular basis of pineapple fruit ripening and non-climacteric ripening in general.

## Results and discussion

### Microarray analysis of pineapple fruit ripening identifies gene expression changes associated with important metabolic pathways and processes

9277 cDNAs isolated from several pineapple tissues including roots, green mature and yellow mature fruits were spotted in duplicate onto microarray slides (Australian Genome Facility, University of Queensland). Hybridization was carried out using probes derived from mature green fruits and fully ripened yellow fruits. 

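Fluorescently labeled cDNA from the flesh of mature green and mature yellow fruits was hybridized together to each of 3 slides. Mature yellow fruit cDNA carried Cy3 and mature green fruit cDNA Cy5 on replicates 1 and 3, and the dyes were exchanged on replicate 2. Each slide carried 18556 spots of 9278 cDNA elements in duplicate, among 20000, 20000 and 21168 spots in all. The authors deposited the scanner intensities of both channels, neither background corrected nor normalized, and the columns hold median intensities for replicates 1 and 2 and mean intensities for replicate 3. Spots that the scanner software had marked abnormal, 318, 308 and 547 on the 3 slides, were left out. The median element spot lay above its local background by 31.0, 67.0 and 27.9 intensity units in the yellow fruit channel and by 27.0, 116 and 15.8 in the green fruit channel. At least one channel exceeded the blank spots by 2 robust SD on 82.4%, 92.0% and 82.1% of the element spots. Intensities were background corrected by normexp with an offset of 50, normalized by loess within each slide and turned to log2 of yellow over green. Duplicate spots were averaged, and then the elements of one contig. Elements without a contig number stayed separate, which gave 7773 features measured on at least 2 slides. Across these features, the slides correlated with r = 0.41 for replicates 1 and 2, 0.67 for replicates 1 and 3 and 0.37 for replicates 2 and 3. Folds carry a minus sign where mature yellow fruits were lower, as in Table S1. Each feature was tested with limma's moderated test and Benjamini-Hochberg adjustment, and was called changed at 1.5-fold or more with an adjusted p under 0.05. The 3 slides limit the precision, since an exact permutation of their signs cannot give a two-sided p under 0.25. The offset of 50 exceeds the median spot's signal on replicates 1 and 3 and pulls the ratios of dim elements toward 0. In simulated slides, 200 of all features were changed by a log2 ratio of 2. With the offset of 50, these were read at a median size of 0.59, 1.01 and 0.19 on the 3 slides. Limma called 0 of them, with 91 at an unadjusted p under 0.05. Among the 1351 features that passed the authors' 2xSD test on all 3 slides, 36 of 200 were called. Plain subtraction called 181 of 200 drawn from all features. The simulated spots sit on their measured backgrounds without added background noise, so plain subtraction recovers the planted ratios by construction. On the real slides it called 59 features.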

In total, three replicate microarray hybridizations were performed and analysis of the results identified 271 differentially expressed ESTs (> 1.5 fold). Of these, 160 were up-regulated and 77 down-regulated during pineapple fruit ripening. 

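Of the 7773 features, 10 were called changed between the stages, and 407 differed by 1.5-fold or more without regard to the test. An unadjusted p under 0.05 was reached by 696 features, 288 of them with 1.5-fold or more. The count moved with the processing. Among the alternatives set before the intensities were read, it rose most, to 222, when each cDNA element was kept as a feature of its own. It was 227 with the contig numbers of the full files only, an alternative chosen after the data were seen. It was 118 over spots above the blank spots by 2 SD, 110 over the spots that passed the authors' 2xSD test, 68 with a dye term in the fit (including all 10), and 0 after scale normalization between slides, where limma gave 171 features at an unadjusted p under 0.05 with 1.5-fold or more. Without replicate 1 and without replicate 2 no feature was called, with 189 and 367 features past the same unadjusted limits, and without replicate 3 the count was 5. The paper's methods give a p-value limit of 0.1 without naming the test. With an ordinary test of each feature's 3 log2 ratios against 0 put in its place, 210 features passed that limit with 1.5-fold or more unadjusted and 0 after Benjamini-Hochberg adjustment. The paper takes as differentially expressed the normalized values of 1.5-fold or more that passed its p-value limit and the 2xSD test on each slide.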

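The 10 called features comprised 4 that were higher and 6 that were lower in mature yellow fruits, each in the same direction on all 3 slides and each with limma's Benjamini-Hochberg adjusted p = 0.0456. The highest rises were those of 2 elements without a contig number, JBW114A12 with a fold of 6.65 and a log2 ratio of 2.73 ± 0.17 (SD, n = 3 slides) and JBW081B01 with a fold of 4.82 and 2.27 ± 0.15. Contig 55, described in the files as a putative glutathione S-transferase, rose 3.31-fold (1.73 ± 0.14). The other rise was contig 816, a cytosolic glyceraldehyde 3-phosphate dehydrogenase. The largest falls were those of contig 191 with a fold of -25.9 (-4.70 ± 0.47), element JBW017B03 with -19.6 (-4.29 ± 0.45), fruit bromelain contig 3033, contig 1885 with -6.03 (-2.59 ± 0.19) and contig 187, a putative nuclear transport factor 2, with -3.82 (-1.93 ± 0.17). In contigs 1885 and 187 the falls came from newly numbered clones, which have a contig number only in the files of the 2xSD spots. These had median log2 ratios of -2.53 over 9 clones and -2.91 over 2. The earlier clone of each lay at -0.13 and 0.017, and the SDs cover slides, not clones. Among the 407 features at 1.5-fold or more, 247 were higher and 160 lower in mature yellow fruits. Rises made up 40% of the calls, against 16.7% of 6 calls with median centring in place of loess and 75% of 136 calls from the authors' deposited table of processed values, whose replicate 3 values nearly equal the scanner software's spot ratios, so that LOWESS does not show there.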

Among the 271 EST sequences, 184 shared significant homology with known gene products, 53 shared homology with products of unknown function, and 34 had no significant homology with any known plant gene sequence in the GenBank database. EST sequences with homologs were subjected to functional classification analysis and assigned an *Arabidopsis thaliana* homolog ID tag (e.g. At2g43640). The microarray data generated in this study has been deposited in NCBI's Gene Expression Omnibus [6] and are accessible through GEO series accession number GSE38521 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE38521).

The expression data was analyzed using the Functional Annotation Cluster (FAC) tool contained in the Database for Annotation, Visualization and Integrated Discovery (DAVID) [7]. DAVID FAC analysis of the 160 up-regulated genes (> 1.5-fold) produced a total of 37 enriched functional clusters under high stringency conditions. Redox activity, organic acid metabolism, metalloenzyme activity, glycolysis, vitamin C biosynthesis and antioxidant-ROS activity showed high enrichment scores with strong confidence levels (EASE score). The enrichment score gives an indication of the biological significance of the gene groups being analyzed, from which the top 10 were considered in our study (Figure 1a). DAVID FAC analysis of the 77 down-regulated genes (> 1.5-fold produced 16 enriched functional clusters under high stringency conditions and protein catabolism was the most significant biological process in green mature fruit (Figure 1b).

**Figure 1:**
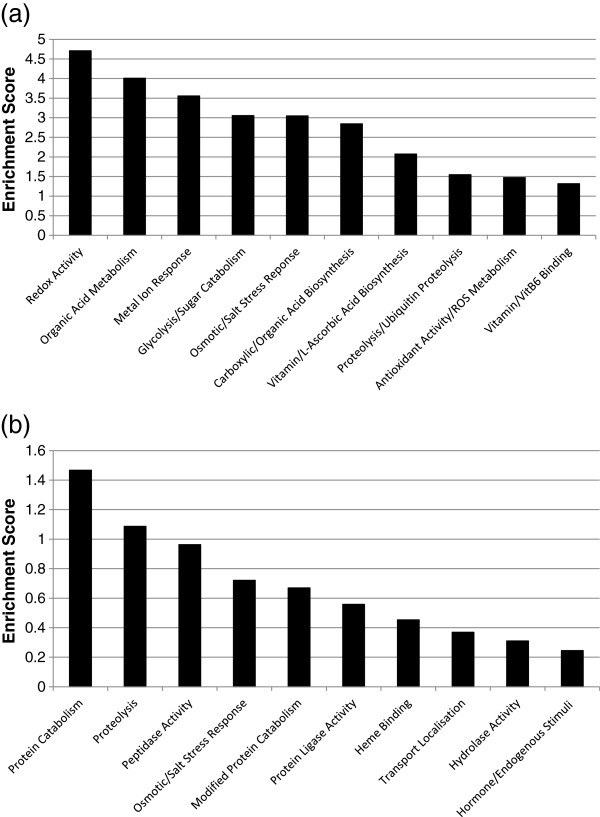
**DAVID Functional Annotation Cluster (FAC) analysis of normalized and annotated genes during pineapple fruit development.** (**a**) Major FACs for up-regulated genes (> 1.5-fold). (**b**) Major FACs for down-regulated genes (> 1.5-fold). Significance is determined by corresponding enrichment scores.

### Redox activity

Reduction-oxidation (redox) activity showed the highest enrichment score in the FAC analysis of genes up-regulated in mature yellow fruits (Figure 1a). DAVID heat map analyses identified 26 genes with an expression range of 1.51 to 7.56 that functionally clustered into common GO terms related to oxidation-reduction and oxidoreductase activity (Figure 2A). 

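The 26 contig numbers shown in Figure 2a were all measured on the arrays, and 25 of them are in the copy of Table S1 used here. Of these 25, 23 were higher in mature yellow fruits, 1 of them measured on replicates 1 and 3 only. The folds of the 26 contigs ran from -1.12 to 3.75, with a median log2 ratio of 0.52. The lowest was that of a cytochrome b5 contig, named after its values were seen, whose 2 clones disagreed. Its earlier clone had a log2 ratio of 0.45 and its newly numbered clone -0.77. A fold of 1.5 or more was found for 12 contigs, and 17 had one direction on all 3 slides. With limma's adjustment over all features, 1 contig, 816, was called, and 14 had an unadjusted p under 0.05.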

A number of genes identified in the heat map relate to dismutase, peroxiredoxin, glutaredoxin, ascorbate-glutathionine and thioredoxin activities.

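In the list of Table 2, 8 of 8 redox and antioxidant contigs were higher in mature yellow fruits, with a median log2 ratio of 0.66, and 5 reached 1.5-fold. Limma called 0 of them, with 4 at an unadjusted p under 0.05. Superoxide dismutase contig 3200 had a mean log2 ratio of 0.83 ± 0.27 (SD, n = 3 slides), a fold of 1.77 (limma's Benjamini-Hochberg adjusted p = 0.232). The peroxiredoxin contig 1366 rose on replicates 1 and 3 and fell on the dye swap (1.72, -0.70 and 1.21 on replicates 1, 2 and 3), so its mean of 0.74 ± 1.28 lay within the spread between slides (limma's Benjamini-Hochberg adjusted p = 0.764). Glutaredoxin contig 37 was higher in all 5 of its cDNA elements, with 0.44 ± 0.23 and an adjusted p of 0.429 from limma. The thioredoxin contig 107 fell on replicate 2 and gave 0.35 ± 0.43 (limma's Benjamini-Hochberg adjusted p = 0.658). Contig 422 had a mean of 1.10 ± 0.38 (limma's Benjamini-Hochberg adjusted p = 0.238) from 2 elements, of which one lay at 2.27 and the other at -0.056. It was lower in mature yellow fruits when only the contig numbers of the full files were used, a choice made after the data were seen (-0.056, limma's adjusted p = 0.840) and in the authors' deposited table, where LOWESS does not show in replicate 3 (-0.29, limma's adjusted p = 0.937). Over all alternatives tested, its adjusted p from limma ran from 0.00114 to 0.937.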

**Figure 2:**
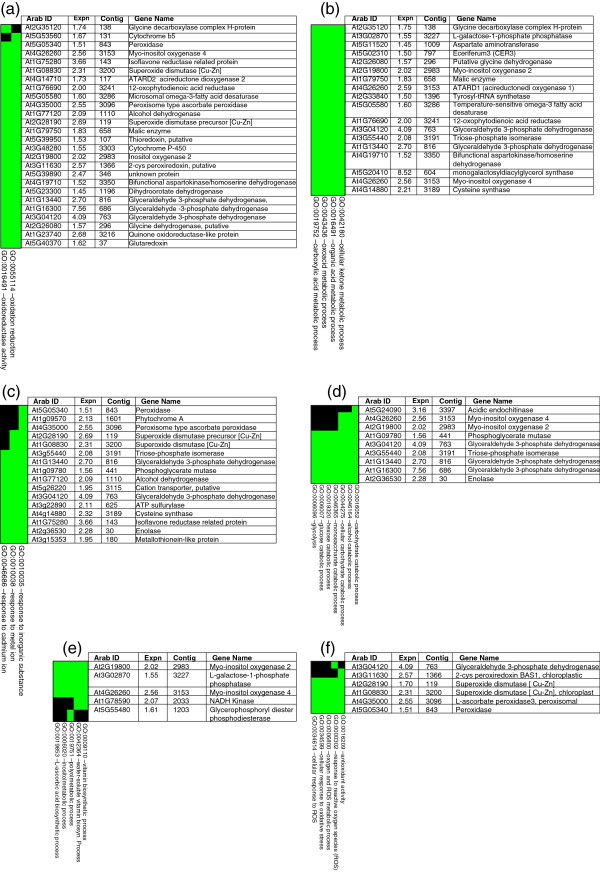
**DAVID heat map analysis of biologically significant FACs containing pineapple up-regulated genes (> 1.5-fold).** (**a**) Redox activity. (**b**) Organic acid metabolism. (**c**) Metalloenzyme activity. (**d**) Glycolysis and sugar catabolism. (**e**) Vitamin and L-ascorbate metabolism. (**f**) Antioxidant activity and ROS metabolism. Green and black shading indicates positive and unconfirmed correlation of annotated pineapple gene and functional GO terms, respectively. ‘Arab ID’ shows the closest Arabidopsis homologue. ‘Expn’ means expression fold. ‘Contig’ identifies the clone in the pineapple database (http://www.pgel.com.au).

The state of oxidation for a given organism is influenced by stress response-related enzymes such as dismutases, peroxidase, glutaredoxin, ascorbate-glutathionine and thioredoxin [8]. The state of oxidation may influence the rate at which ethylene is produced at the onset of ripening in climacteric fruits [9]. Fruit maturation may be thought of as a catabolic process involving an array of redox enzymes causing degradation of fruit tissue and emanation of ethylene as a catabolic by-product that accelerates ripening. Possible differences between the oxidation state and modes of catabolism stress responses ought to be investigated between climacteric and non-climacteric fruit species. The observed redox activity in pineapple might also be related to the large size of the fruit and the low partial pressure of oxygen.

### Organic acid metabolism

FAC analysis identified organic acid metabolism as an important biological process during pineapple fruit ripening (Figure 1a). 

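Among the contig numbers of the organic acid heat map, 17 could be read from Figure 2b. Of these, 16 were higher in mature yellow fruits, as Table S1 gives, and 1 was lower. Their folds ran from -1.11 to 3.75 with a median log2 ratio of 0.64. There were 9 contigs at 1.5-fold or more and 12 with one direction on all 3 slides. Limma's adjusted test called 1, contig 816, and 9 had an unadjusted p under 0.05.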

DAVID heat map analyses identified 18 genes with an expression range of 1.50 to 8.52 that functionally clustered into common GO terms related to organic acid metabolism and other associated processes such as cellular ketone metabolism, oxoacid metabolism and carboxylic acid metabolism (Figure 2b).

Organic acid content has been reported to increase during ripening of climacteric and non-climacteric fruits [10-13]. In pineapple, acidity increases during development and starts declining once the fruit approaches maturity and ripens [14]. Citric and malic acid are the two main organic acids that contribute to the sourness and acidity of most climacteric and non-climacteric fruits such as peach [11,15,16], apple [17], kiwifruit [18], grape [19], orange [20], cherry [21], strawberry [12] and pineapple [22]. Furthermore, citric acid was shown to undergo the greatest increase in developing pineapple, reaching a peak prior to fruit ripening, whereas malic acid showed little change during development [22].

### Metalloenzyme activity

FAC analysis identified responses to inorganic compounds, metal ion cofactors and cadmium as significant biological processes during pineapple fruit ripening (Figure 1a). A total of 16 genes ranging in expression from 1.51 to 4.09 fold, were identified in the DAVID heat map (Figure 2c).

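All 16 contigs of Figure 2c had a positive mean log2 ratio, 12 of them with the same direction on the 3 slides. Folds lay between 1.08 and 3.75, the median log2 ratio was 0.76, and 10 contigs reached 1.5-fold. One of them, contig 816, was called by limma after adjustment, and 11 had an unadjusted p under 0.05. The highest fold was that of contig 763 and the lowest that of the phytochrome A contig.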

A number of metalloenzymes activated in response to inorganic substances, metal ion cofactors and cadmium were identified in the heat map analysis (Figure 2c). These include superoxide dismutase (SOD), metallothionein (MET) and phytochrome A (PHYTA) homologs. 

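The metallothionein-like contig 180 is carried by 28 cDNA elements, 26 of which were higher in mature yellow fruits. Its mean log2 ratio was 0.44 ± 0.56 (SD, n = 3 slides), within the spread between slides (limma's Benjamini-Hochberg adjusted p = 0.666). The direction turned with median centring in place of loess (-0.19, limma's adjusted p = 0.999), with plain background subtraction (-0.40, 0.671) and, in an alternative chosen after the data were seen, over the mean intensities of the 2xSD spots (-0.29, 0.680). Over all alternatives tested, limma's adjusted p ran from 0.0133 to 0.999. The phytochrome A contig gave 0.11 ± 0.41 (limma's Benjamini-Hochberg adjusted p = 0.913), with -0.24, 0.56 and 0.0049 on replicates 1, 2 and 3. Without replicate 2 its mean was -0.12 (limma's adjusted p = 0.737, in a range of 0.244 to 0.999 over its alternatives), so a rise was not detectable.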

Metalloenzymes are known to regulate the redox state of many plant crops and are involved in many important biological processes such as oxidative stress, metal ion homeostasis, pathogenicity, metal-mediated catalysis and cell death. Pineapple waste (over-ripened fruit) has been used in the bioremediation removal of toxic heavy metals from wastewater and sewage plants [23,24]. This is possibly due to an abundance of metalloenzymes such as MET, SOD and PHYT in ripe fruit, where these enzymes have the ability to act as ligands and chelate excess metal ions in wastewater treatment procedures. Indeed, MET has been implicated in cadmium detoxification and metal ion homeostasis [25]. Previous studies confirm that yellow pineapple fruit contains a small transcriptome that is dominated by high levels of metallothionein transcript [4].

### Glycolysis and sugar catabolism

FAC and DAVID heat map analysis identified genes involved in glycolysis and sugar catabolism (Figure 1a, Figure 2d). KEGG pathway visual analysis identified six genes in the glycolysis pathway map that were up-regulated in yellow ripe fruits by 1.56 to 7.56 fold (Figure 3a, Figure 2d, Table 1). These findings indicate the importance of glycolysis and sugar catabolism during pineapple fruit development. 

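All 6 glycolysis contigs of Table 1 were higher in mature yellow fruits, 5 of them by 1.5-fold or more, with a median log2 ratio of 0.84. None of the 6 was called by limma over all features, and 4 had an unadjusted p under 0.05. The largest change was that of glyceraldehyde 3-phosphate dehydrogenase contig 763, with a mean log2 ratio of 1.91 ± 1.07 (SD, n = 3 slides), a fold of 3.75 (limma's Benjamini-Hochberg adjusted p = 0.414). Its value depended on the slide (1.92, 2.97 and 0.83 on replicates 1, 2 and 3). Enolase contig 30 varied less between slides, with 0.87 ± 0.15 (limma's Benjamini-Hochberg adjusted p = 0.121), and all 11 of its elements were higher in mature yellow fruits. Pyruvate decarboxylase contig 251 gave 1.13 ± 0.97 (adjusted p = 0.566 from limma) and triose-phosphate isomerase contig 3191 gave 0.80 ± 0.35 (adjusted p = 0.328 from limma). Phosphoglycerate mutase contig 441 rose on 2 of the 3 slides, and its mean of 0.30 ± 0.35 did not exceed the spread (limma's Benjamini-Hochberg adjusted p = 0.640). Contig 1110 had 0.71 ± 0.27 from 2 newly numbered elements and 1 earlier element, and fell to -0.11 over the earlier element alone, a choice made after the data were seen, and to -0.36 in the authors' deposited table, where LOWESS does not show in replicate 3. Over the spots past the authors' 2xSD test, limma's adjusted p was 0.0417 for contig 763 and 0.0252 for contig 30. Across all alternatives it ran from 3.3e-07 to 0.901 for contig 763 and from 0.00157 to 0.786 for contig 30. The paper reads the up-regulated genes on the map as pointing to a role of glycolysis and the breakdown of sugars in fruit development.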

Most of the genes identified on the KEGG map were also identified in the corresponding heat map matrix.

**Figure 3:**
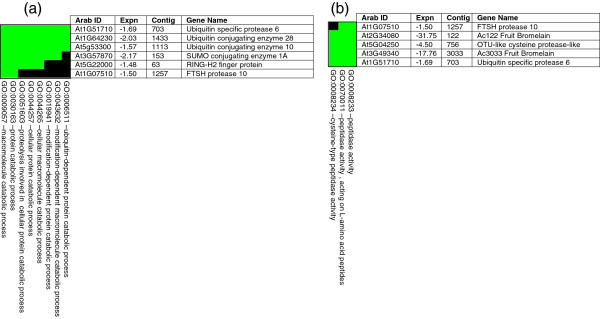
**DAVID heat map analysis of biologically significant FACs containing pineapple down-regulated genes (> 1.5-fold).** (**a**) Proteolysis and ubiquitin-dependent catabolism. (**b**) Cysteine-type peptidase activity. Green and black shading indicates positive and unconfirmed correlation of annotated pineapple gene and functional GO terms, respectively. ‘Arab ID’ shows the closest Arabidopsis homologue. ‘Expn’ means expression fold. ‘Contig’ identifies the clone in the pineapple database (http://www.pgel.com.au).

**Table 1:** **List of pineapple ESTs from KEGG pathway maps with contig ID numbers (**http://www.pgel.com.au**), *Arabidopsis *ID tag, normalized expression value and annotated gene description**

**Schematic Name**	**Arabidopsis homologue CloneID**	**Normalized Expression Levels**	**Description**	**KEGG** **ID**
**Glycolysis - KEGG PATHWAY**				
contig 763	At3g04120	4.1	Glyceraldehyde 3-phosphate dehydrogenase, cytosolic	Ac763
contig 251	At4g33070	3.4	Pyruvate decarboxylase 1	Ac251
contig 30	At2g36530	2.3	Enolase	Ac30
contig 1110	At1g77120	2.1	Alcohol dehydrogenase	Ac1110
contig 3191	At3g55440	2.1	Triose-phosphate isomerase	Ac3191
contig 441	At1g09780	1.6	Phosphoglycerate mutase	Ac441
**Cysteine and Methionine Metabolism**				
contig 3189	At4g14880	2.3	Cysteine synthase	Ac3189
contig 117	At4g14710	1.7	ATARD2 acireductone dioxygenase2	Ac117
contig 113	At3g25570	1.6	S-adenosylmethionine decarboxylase	Ac113
contig 1009	At5g11520	1.5	Aspartate aminotransferase	Ac1009
contig 3350	At4g19710	1.5	Bifunctional aspartokinase/homoserine dehydrogenase	Ac3350
**Ubiquitin-Mediated Proteolysis - KEGG Pathway**				
contig 1299	At2g02760	3.1	Ubiquitin conjugating protein	UBE2A
contig 154	At1g16890	1.6	Ubiquitin carrier protein E2 36	UBE2N
contig 861	At5g22920	1.6	Putative PGPD14 protein (pollen germination related protein)	PIRH2
contig 1793	At5g42190	1.5	SKP1-like protein 1B	SKP1
contig 1433	At1g64230	−2.0	Ubiquitin carrier protein E2 28	UBE2D_E
contig 153	At3g57870	−2.2	Ubiquitin carrier protein	UBE2I

Interestingly, gene expression profiling of non-climacteric grape, also identified a significant cluster of up-regulated genes involved in glycolysis and sugar catabolic activity [26]. Taken together, the results in grape and pineapple underlay the significance of glycolytic activity during non-climacteric ripening. It is possible that ripening fruits generate increased ATP energy reserves and reducing power by increasing glycolysis that could be later used by enzymes involved in important fruit metabolic processes. The up-regulation of glycolysis related genes might also be related to phloem unloading of sugars and their storage in the vacuole.

### Anti-oxidant activity and reactive oxygen species (ROS) metabolism

FAC analysis shows a significant enrichment of L-ascorbate (vitamin C) biosynthesis genes, anti-oxidant activity and ROS metabolism during pineapple fruit ripening (Figure 1a). DAVID heat map analysis revealed a total of five pineapple genes that functionally cluster with GO terms related to vitamin biosynthesis, polyol metabolism, inositol metabolism and L-ascorbic acid biosynthesis (Figure 2e). 

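All 5 contigs of the vitamin and L-ascorbate heat map in Figure 2e were higher in mature yellow fruits on each of the 3 slides, with folds from 1.21 to 2.49, and limma called 0 of them, with 2 at an unadjusted p under 0.05. The contig of myo-inositol oxygenase 4 had a mean log2 ratio of 1.32 ± 0.33 (SD, n = 3 slides), a fold of 2.49 (limma's Benjamini-Hochberg adjusted p = 0.147). For that of myo-inositol oxygenase 2 the ratio was 0.65 ± 0.65, a fold of 1.57 (limma's Benjamini-Hochberg adjusted p = 0.587). The L-galactose-1-phosphate phosphatase contig 3227, described in the files as a myo-inositol monophosphatase, gave 0.64 ± 0.54 or 1.55-fold (limma's Benjamini-Hochberg adjusted p = 0.566). For both myo-inositol oxygenase 2 and contig 3227 the dye-swap slide lay above the other two, and without it the mean was 0.30 for the former and 0.32 for contig 3227.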

To name a few, myo-inositol oxygenase 4 (MIOX4), myo-inositol oxygenase 2 (MIOX2) and L-galactose-1-phosphate phosphatase (GPP), were identified with expression levels ranging from 1.55 to 2.56-fold increase. Radiotracer evidence showed that grape GPP (VTC4) is a key enzyme involved in L-ascorbate biosynthesis as non-climacteric grape fruits develop [27]. Our pineapple GPP expression profile also correlates with the peach [28] and tomato [29] GPP orthologs during fruit ripening. The pineapple MIOX4 and MIOX2 genes correlate with MIOX orthologous genes found in grape [30] and tomato [29] and are involved in the conversion of myo-inositol to D-glucoronic acid during L-ascorbic acid biosynthesis.

DAVID heat map analyses also identified a cluster of six pineapple genes found to be involved in anti-oxidant activity, response to ROS, oxygen and ROS metabolism, cellular response to oxidative stress and cellular response to ROS activity (Figure 2f). 

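The 6 contigs of Figure 2f all had a positive mean log2 ratio, with a median of 0.71. Their folds ran from 1.08 to 3.75, 4 were at 1.5-fold or more and 4 kept their direction on all 3 slides. No contig of this group was called by limma, with 3 at an unadjusted p under 0.05. The lowest value among them was that of a peroxidase contig, named after its values were seen, which is not in the copy of Table S1 used here.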

L-ascorbate [27,31] and glutathione [32,33] have been linked to plant antioxidant activity and fruit ripening. In fact, fruit ripening is considered to be an oxidative process, where L-ascorbate and glutathione are linked by a cycle of enzymes whose biological role is to detoxify hydrogen peroxide [34]. 

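The 5 cysteine and methionine metabolism contigs of Table 1 were higher in mature yellow fruits over the 3 slides, with a median log2 ratio of 0.47, and 1 reached 1.5-fold. Limma called 0 of them, with 3 at an unadjusted p under 0.05. Cysteine synthase contig 3189 showed the largest change, with a mean log2 ratio of 0.94 ± 0.18 (SD, n = 3 slides), a fold of 1.91 (limma's Benjamini-Hochberg adjusted p = 0.125). The other contigs lay lower, at 0.49 ± 0.34 for contig 117, 0.47 ± 0.57 for aspartate aminotransferase contig 1009 and 0.43 ± 0.16 for S-adenosylmethionine decarboxylase contig 113. Bifunctional aspartokinase contig 3350 was the lowest, at 0.12 ± 0.61 (limma's Benjamini-Hochberg adjusted p = 0.935). It turned to -0.19 without replicate 2, to -0.13 without background correction and to -0.010 with plain subtraction.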

KEGG pathway mapping (Figure 3b, Table 1) identified a cluster of genes involved in L-cysteine biosynthesis, an important precursor for glutathione. Aside from ripening, L-ascorbate production is influenced by various environmental cues such as light [35], temperature [29,36] and ambient ozone concentrations [37]. These stresses induce the formation of ROS, which are removed by the plant’s antioxidant system involving catalase, superoxide dismutase, peroxidases and enzymes involved in the ascorbate-glutathione cycle [27]. Non-climacteric grape orthologs of pineapple GPP, APOX3, PXDN-B1, SOD-*119* and SOD-*3200* were also reported to be involved in antioxidant activity [30]. Hydrogen peroxide (H_2_O_2_) is the most stable ROS species and plays a crucial role as a signaling molecule in various physiological processes [38]. H_2_O_2_ is also involved in cell membrane and wall degradation of fleshy tomato fruit tissue, thereby causing fruit softening [39]. This may also be the case in developing pineapple fruit tissue.

### Proteolysis and Ubiquitin-type housekeeping processes

DAVID FAC analysis indicated that proteolysis and ubiquitin protein catabolism are active in both green and yellow pineapple fruit (Figure 1a, 1b). The enrichment score for proteolysis and ubiquitin protein catabolism was comparable between both FAC analyses (Figure 1a, 1b), however it was significantly lower than other up-regulated biological processes (Figure 1a). DAVID heat map analysis identified six down-regulated genes (Figure 4a) and 14 up-regulated genes (not shown) involved in proteolysis and ubiquitin protein catabolism. 

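Of the 6 down-regulated contigs in Figure 4a, 5 were lower in mature yellow fruits and 1, a putative AAA-metalloprotease (named after its values were seen), had a fold of 1.01. The lowest log2 ratio was -0.58 and the median -0.29, so 0 reached 1.5-fold in size. Limma called 0, with 3 at an unadjusted p under 0.05. Falls on all 3 slides were found in 4 contigs.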

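All 6 contigs of ubiquitin-mediated proteolysis in Table 1 had the direction given there, 4 higher and 2 lower in mature yellow fruits, and 1 reached 1.5-fold. None was called by limma, with 2 at an unadjusted p under 0.05. The falls were those of ubiquitin-conjugating enzyme contigs 153 (-0.58 ± 0.18, SD, n = 3 slides, limma's Benjamini-Hochberg adjusted p = 0.238) and 1433 (-0.53 ± 0.083, limma's adjusted p = 0.147), both lower on every slide. The newly numbered elements of contig 153 lay at -0.91 and -0.81. Its earlier element lay at -0.037 and was higher on replicate 2, at 0.26. Contig 1433 was higher, at 0.12, in the authors' deposited table, where LOWESS does not show in replicate 3. Of the rises, contig 1793 was at 0.42 ± 0.51, contig 861 at 0.27 ± 0.20 and contig 154 at 0.28 ± 0.73. Contig 154 fell on replicate 2, and its mean turned to -0.11 without replicate 3 and, in an alternative chosen after the data were seen, to -0.037 over the mean intensities of the 2xSD spots.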

KEGG pathway analysis visually created an ubiquitin mediated proteolysis map (Figure 3c, Table 1), showing genes which are active in both yellow (up-regulated) and green (down-regulated) mature pineapple fruit. 

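The 5 proteolysis contigs of Table 2 were lower in mature yellow fruits on all 3 slides, each by 1.5-fold or more, with a median log2 ratio of -1.33. Limma called 1 of them, contig 3033. Outside the bromelains, contig 3424 had a mean log2 ratio of -1.33 ± 0.42 (SD, n = 3 slides), a fold of -2.52 (limma's Benjamini-Hochberg adjusted p = 0.196), with 1 newly numbered element at -2.18 and 1 earlier element at -0.064. The earlier element of contig 3424 had no value on replicate 3, so that slide holds the newly numbered element alone. The SD of contig 3424 therefore mixes clones with slides. Contig 1322 gave -0.89 ± 0.65 (limma's Benjamini-Hochberg adjusted p = 0.530) from 3 elements, and these lay between -3.70 and 1.04. It was higher in mature yellow fruits, at 0.44, in the authors' deposited table, where LOWESS does not show in replicate 3.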

MapMan (v3.1.1) pathway analysis of a biotic-abiotic overview (Figure 5, Table 2) also identified 30 down-regulated genes and 41 up-regulated genes involved in proteolysis and ubiquitin-type activity during pineapple fruit ripening.

**Figure 4:**
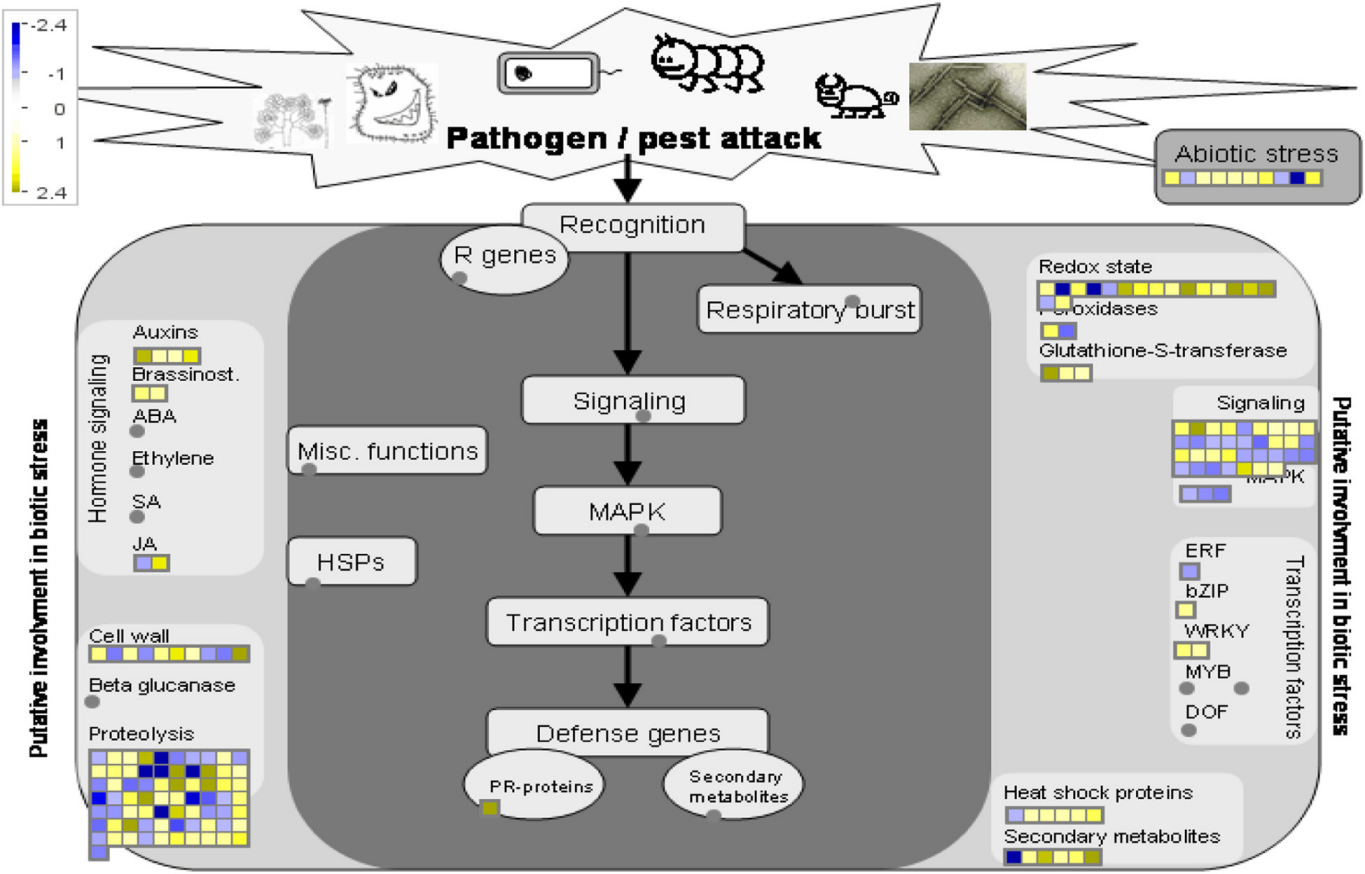
**MapMan (3.1.1) pathway analysis of differentially expressed genes (> 1.1-fold). Biotic and abiotic stress overview.** Yellow and blue boxes indicate up-regulated and down-regulated homologs, respectively. Expression value scale is provided. See Table 2 for more detail.

**Figure 5:**
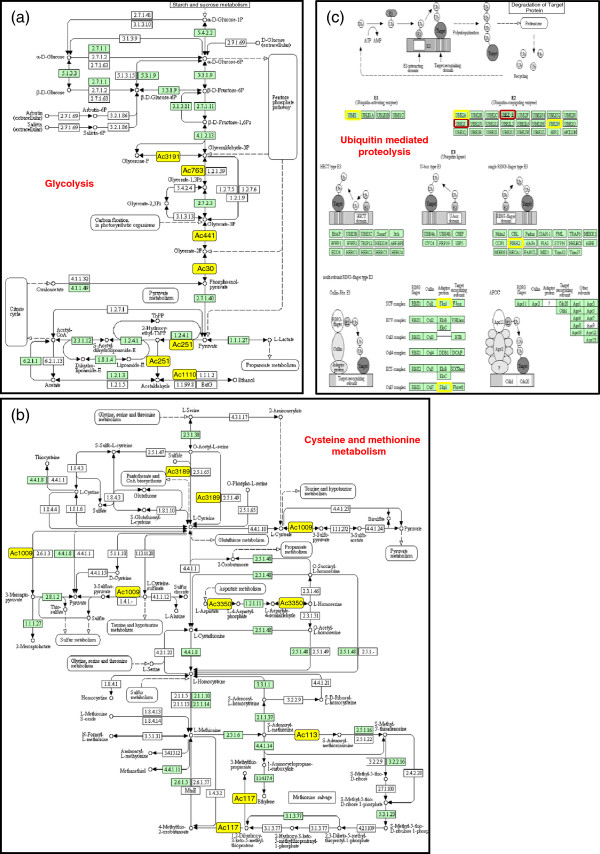
**KEGG pathway map analyses of differentially expressed genes (> 1.5-fold).** (**a**) Glycolysis. (**b**) Cysteine and methionine metabolism. (**c**) Ubiquitin mediated proteolysis. Yellow and red boxes (filled and bordered) indicate up-regulated and down-regulated homologs, respectively. All pineapple homologs identified on the KEGG maps are shown in Table 1.

**Table 2:** **List of pineapple ESTs from MapMan maps with contig ID numbers (**http://www.pgel.com.au**), *Arabidopsis *ID tag, normalized expression value and annotated gene description**

**Schematic Name**	**Arabidopsis homologue CloneID**	**Normalized Expression Levels**	**MapMan Identifier**
**REDOX State-Peroxidase-Antioxidant Activity - Stress Overview**			
contig 422	At2g16060	12.2	AHB1 (ARABIDOPSIS HEMOGLOBIN 1)
contig 119	At2g28190	2.7	CSD2 (COPPER/ZINC SUPEROXIDE DISMUTASE 2)
contig 1366	At3g11630	2.5	2-cys peroxiredoxin, chloroplast (BAS1)
contig 3096	At4g35000	2.3	APX3 (ASCORBATE PEROXIDASE 3)
contig 3200	At1g08830	2.2	CSD1 (copper/zinc superoxide dismutase 1)
contig 37	At5g40370	1.6	GRXC2 (Glutaredoxin-C2)
contig 3227	At3g02870	1.5	VTC4 (2-bisphosphate nucleotidase)
contig 107	at5g39950	1.5	ATTRX2 (Arabidopsis thioredoxin h2)
**Proteolysis Activity - Stress Overview**			
contig 122	At2g34080	−31.7	Fruit bromelain
contig 3033	At3g49340	−17.8	Fruit bromelain
contig 1322	At3g45630	−5.6	RNA recognition motif (RRM)
contig 3424	At2g43210	−5.2	UBX domain-containing protein
contig 756	At5g04250	−4.5	OTU-like cysteine protease family protein

Proteolysis is essential for many aspects of plant development. It is responsible for cellular housekeeping and stress responses by removing abnormal and miss-folded proteins, supplying amino acids needed to make new proteins, controlling homeostasis by reducing the abundance of key enzymes and regulatory proteins, and controlling gene function and programmed cell death of specific plant organs or cells [40-42]. Our bioinformatics analysis indicates that protein degradation during pineapple fruit development is a complex process involving a multitude of proteolytic pathways. Selective proteolysis of damaged proteins is mainly controlled through ubiquitin-mediated processes involving ubiquitin and several ubiquitin conjugating enzymes [43].

### Pineapple fruit bromelain

DAVID FAC analysis of the 77 down-regulated genes (> 1.5-fold), suggested that cysteine type peptidase activity was the most significant process in green mature fruit (Figure 1b). This is mainly due to two pineapple fruit bromelains, Ac-*122* (−17.76-fold) and Ac-*3033* (−31.75-fold) that were identified on a DAVID heat map (Figure 4A) and found to be strongly down-regulated as pineapple ripens from mature green to mature yellow fruit. 

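Fruit bromelain contig 3033 was carried by 10 cDNA elements and had a mean log2 ratio of -3.57 ± 0.37 (SD, n = 3 slides), a fold of -11.9 (limma's Benjamini-Hochberg adjusted p = 0.0456). It was lower in mature yellow fruits in 9 elements, and the remaining element, JBW007B02, was higher on all 3 slides, at 1.59 ± 0.28. Fruit bromelain contig 122 was carried by 4 elements, all lower, between -4.81 and -4.17. Its mean log2 ratio was -4.44 ± 0.92 (SD, n = 3 slides), a fold of -21.6, and it was not called (limma's Benjamini-Hochberg adjusted p = 0.121), with -4.69, -5.20 and -3.42 on replicates 1, 2 and 3. Without replicate 3 it was not called either (limma's adjusted p = 0.0670). On all 3 slides, each contig had a spot above the blank spots in each channel. This was not tested element by element. On replicate 2, 3 spots of contig 3033 and 1 of contig 122 were saturated, and without them, a choice made after the data were seen, the log2 ratios were -3.57 and -4.45. The call of contig 3033 was lost without replicate 1 (-3.45, limma's adjusted p = 0.768), without replicate 2 (-3.49, 0.0708), after scale normalization between slides (-4.32, 0.525) and with the median over its elements (-4.50, 0.0600). Over the alternatives tested, limma's adjusted p ran from 4.4e-06 to 0.768 for contig 3033 and from 1.3e-10 to 0.796 for contig 122, which was under 0.05 in 9 of them, and every one kept the fall of both. The paper attributes the leading place of cysteine type peptidase activity in mature green fruits mainly to these 2 bromelains.

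**Figure D1:**
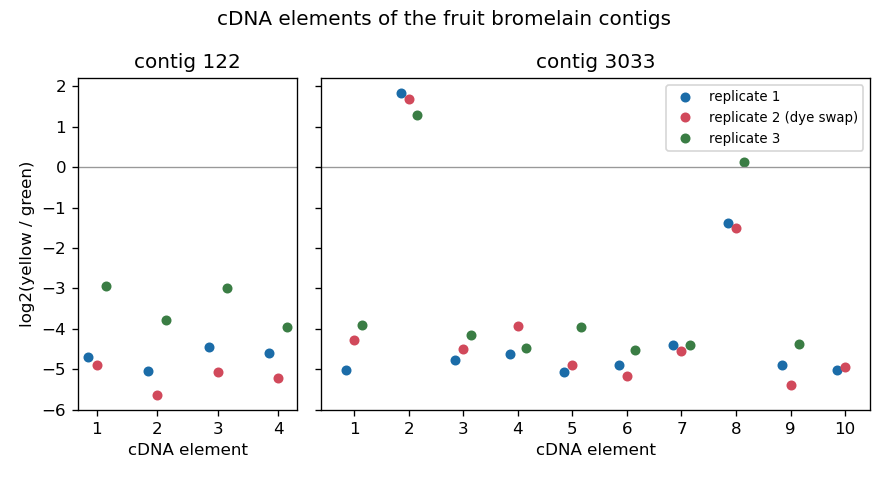
Log2 ratio of mature yellow over mature green fruit for each cDNA element of contigs 122 and 3033, with one point per slide. All 4 elements of contig 122 and 9 of 10 elements of contig 3033 have a mean below 0, and 1 element of contig 3033 lies above 0 on every slide.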

Bromelain is a cysteine-type protease unique to pineapple. Cysteine-type proteases are also found in other fruits, such as kiwifruit [44], papaya and fig [45]. Pineapple EST library analyses identified an abundance of a bromelain inhibitor (Ac124) and a fruit bromelain (Ac122) from green mature fruit [4]. The bromelain inhibitor Ac124 was the most abundant EST in the green fruit library with 52 clones isolated. Northern analyses further confirmed decreased expression of Ac122 and Ac124 as pineapple fruit develops [4]. The Ac124 bromelain inhibitor corresponds to a non-cystatin bromelain inhibitor precursor homolog in pineapple [46,47], that does not have an inhibitory effect on pineapple fruit bromelain. It is possible that Ac-*122* and Ac-*3033* are more abundant in green mature pineapple fruit due to the role that cysteine-type proteases play in plant defense mechanisms [45], particularly before fruit maturation.

### Validation of microarray data by real-time RT-PCR

In order to validate our microarray results we performed quantitative real time PCR (qRT-PCR) to determine the expression levels of ten pineapple genes randomly selected from the list of genes differentially expressed across mature green and mature yellow fruits. To avoid bias, the tested genes were chosen from an array of different processes including redox activity, organic acid metabolism, metalloenzyme activity, vitamin C biosynthesis, antioxidant activity, cysteine-type peptidase activity and ubiquitin proteolysis. The qRT-PCR expression results correlated with the microarray expression data for 9 out of the 10 genes tested (Figure 6, Table 3). qRT-PCR determination of MGS and G3PD-*816* mRNA levels showed a 2.6-fold and 5.0-fold increase respectively in mature yellow fruits over mature green fruits and these results compare favorably to the 2.7-fold and 8.5-fold increase in expression determined by the microarray analysis. Both of these genes are involved in organic acid metabolism. 

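On the arrays, all 10 contigs of Table 3 had the direction of its microarray column, 7 higher and 3 lower in mature yellow fruits, and 9 had the direction of its qRT-PCR column. Changes of 1.5-fold or more were found for 8, and 8 had one direction on all 3 slides. Limma called 1 of the 10, with 6 at an unadjusted p under 0.05. The called contig was glyceraldehyde 3-phosphate dehydrogenase contig 816, a single element with 1.55 ± 0.13 (SD, n = 3 slides), a fold of 2.93 (limma's Benjamini-Hochberg adjusted p = 0.0456). Its call was lost without replicate 1 (limma's adjusted p = 0.768), without replicate 2 (0.0707), without replicate 3 (0.150), with median centring (0.110), with plain subtraction (0.206), after scale normalization (0.556), with the median over elements (0.0661) and with eBayes trend and robust (0.106), while the log2 ratio stayed between 1.07 and 2.21 over all 20 alternatives. Over these its adjusted p ran from 9.0e-05 to 0.768. Monogalactosyldiacylglycerol synthase contig 604 had a mean log2 ratio of 0.80 ± 0.36 (SD, n = 3 slides), a fold of 1.74 (limma's Benjamini-Hochberg adjusted p = 0.342). Of its 4 elements, one lay at 2.51 and the others between 0.056 and 0.53. With the spots past the authors' 2xSD test alone its log2 ratio was 2.51 (limma's adjusted p = 0.0330, in a range of 2.2e-07 to 0.858 over its alternatives).

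**Figure D2:**
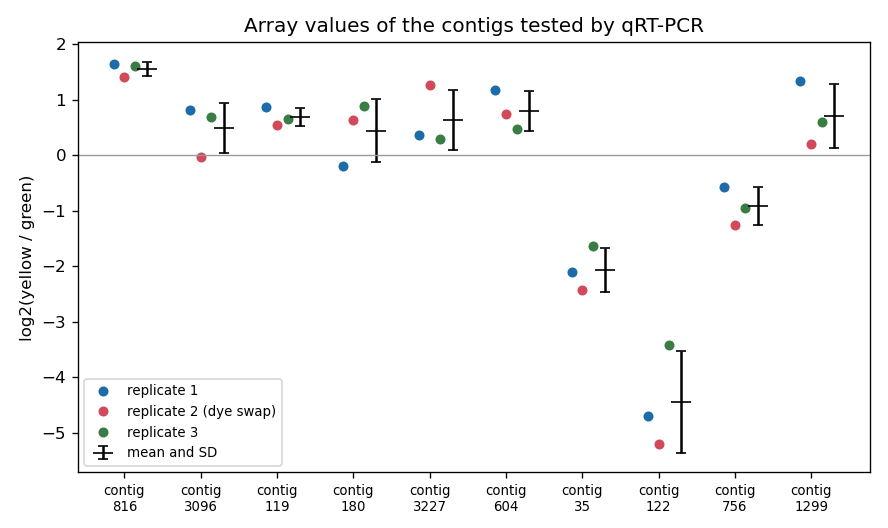
Log2 ratio of mature yellow over mature green fruit on each slide for the 10 contigs of Table 3, with the mean and SD of the 3 slides. Contigs 35, 122 and 756 lie below 0 on every slide, and contigs 180 and 3096 each have 1 slide below 0.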

ASP, GPP and CSD2 are involved in vitamin C biosynthesis, redox and antioxidant activity. qRT-PCR analysis showed an increase of 2.6-fold, 2.1-fold and 2.3-fold in the levels of ASP, GPP and CSD2 respectively. These results are in good agreement with our microarray data that showed 2.3-fold (ASP), 1.5-fold (GPP) and 2.7-fold (CSD2) increases in expression during fruit ripening (Table 3). 

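Ascorbate peroxidase contig 3096 rose on replicates 1 and 3 and was near 0 on the dye swap (0.81, -0.031 and 0.69 on replicates 1, 2 and 3), giving a mean log2 ratio of 0.49 ± 0.46 (SD, n = 3 slides), a fold of 1.40 (limma's Benjamini-Hochberg adjusted p = 0.583). Copper/zinc superoxide dismutase contig 119 was higher on every slide, with 0.69 ± 0.17 or 1.61-fold (limma's Benjamini-Hochberg adjusted p = 0.169). For the L-galactose-1-phosphate phosphatase contig 3227 the slides gave 0.36, 1.26 and 0.28 on replicates 1, 2 and 3.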

Expression levels of genes involved in cysteine-type peptidase (Ac-*122*) and ubiquitin proteolysis (OTU and UBE2A) were also quantitatively analyzed. Real-time data confirmed that Ac-*122* is significantly down-regulated (20.6-fold) and UBE2A up-regulated (2.1-fold) as pineapple fruit ripens. 

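The ubiquitin conjugating protein contig 1299, a single cDNA element, had a mean log2 ratio of 0.71 ± 0.58 (SD, n = 3 slides), a fold of 1.64 (limma's Benjamini-Hochberg adjusted p = 0.566). It was higher in mature yellow fruits on all 3 slides, with 1.34, 0.20 and 0.59 on replicates 1, 2 and 3, and the mean exceeded the SD between slides without passing the adjusted test.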

Our microarray data correlated with the qRT-PCR data, showing a 31.7-fold down-regulation of Ac-*122* and 3.1-fold up-regulation of UBE2A. Expression analysis of OTU by qRT-PCR revealed a 2.0-fold up-regulation, in contrast with the microarray data which showed OTU to be down-regulated by 4.5-fold. 

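The OTU-like cysteine protease contig 756 was lower in mature yellow fruits on all 3 slides, with a mean log2 ratio of -0.92 ± 0.34 (SD, n = 3 slides), a fold of -1.89 (limma's Benjamini-Hochberg adjusted p = 0.264). It consists of 2 cDNA elements. The newly numbered element lay at -1.73 ± 0.55 and the element numbered earlier at -0.11 ± 0.18. With the earlier element alone, a choice made after the data were seen, the difference between the stages was not detectable (-0.11, limma's adjusted p = 0.766, in a range of 0.00703 to 0.776 over all alternatives tested). For the disagreement with qRT-PCR, the paper proposes cross-hybridization of homologous probes within a multigene family.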

OTU belongs to the cysteine proteinase superfamily [48], a large multigene family that is likely to contain genes with highly similar sequences. While qRT-PCR results are usually accurate and gene specific, the microarray used in this study was constructed spotting cDNA clones and it is therefore possible that the hybridization results for genes encoded by multigene families could be adulterated by cross-hybridization of homologous probes. qRT-PCR analysis further confirmed up-regulated expression of MET (3.5-fold) and down-regulated expression of GAST (4.5-fold), involved in metalloenzyme activity and stress response pathways respectively. The microarray data correlated with qRT-PCR showing a 1.95-fold (MET) increase and 6.3-fold (GAST) decrease, respectively. 

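For the metallothionein-like contig 180 the slides gave -0.19, 0.63 and 0.88 on replicates 1, 2 and 3, a fold of 1.36. The GAST-like contig 35 fell on all 3 slides, with a mean log2 ratio of -2.06 ± 0.40 (SD, n = 3 slides), a fold of -4.17 (limma's Benjamini-Hochberg adjusted p = 0.121). Of its 12 elements, 11 were lower in mature yellow fruits, down to -4.89, and 1 was higher on every slide, at 1.19 ± 0.47. Limma's adjusted p for contig 35 was under 0.05 in 9 alternatives, for example without background correction (0.0147), with plain subtraction (0.0178) and with an offset of 0 (0.0252), with a range of 2.4e-07 to 0.786 over its alternatives.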

MET cDNA levels were found to be highly abundant in yellow pineapple fruit tissue and shown to be significantly up-regulated during pineapple fruit development [4].

**Figure 6:**
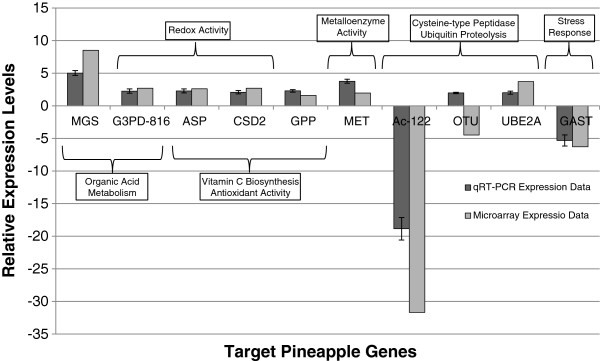
**Validation of microarray data.** A total of ten pineapple genes showing differential expression in our microarray experiments were randomly selected and their relative expression determined using qRT-PCR. See Table 3 for more detail.

**Table 3:** qRT PCR validation of microarray results

**Schematic Name**	**Microarray Result**	**qRT-PCR-Result**	**Target Gene**
**Redox Activity and Metalloenzyme Activity**			
contig 816	2.7 increase	2.6 increase	GSPD-*816* (glyceraldehyde 3-phosphate dehydrogenase, cytosolic)
contig 3096	2.3 increase	2.6 increase	ASP (peroxisome type ascorbate peroxidase)
contig 119	2.7 increase	2.3 increase	CSD2 (copper/zinc dismutase 2)
**Metalloenzyme Activity**			
contig 180	1.95 increase	3.5 increase	MET (metallothionein)
**Vitamin C Biosynthesis and Antioxidant Activity**			
contig 3096	2.3 increase	2.6 increase	ASP (ascorbate peroxidase, peroxisome type)
contig 119	2.7 increase	2.3 increase	CSD2 (copper/zinc dismutase 2)
contig 3227	1.5 increase	2.1 increase	GPP (L-galactose-1-phosphate phosphatase)
**Organic Acid Metabolism**			
contig 816	2.7 increase	2.6 increase	GSPD-*816* (glyceraldehyde 3-phosphate dehydrogenase, cytosolic)
contig 604	8.5 increase	5.0 increase	MGS (monogalactosyldiacylglycerol synthase)
**Stress Related**			
contig 35	6.3 decrease	4.5 decrease	GAST (GAST-like protein)
**Cysteine-Type Peptidase and Ubiquitin Proteolysis**			
contig 122	31.7 decrease	20.6 decrease	Ac-*122* (Fruit Bromelain Ac-*122*)
contig 756	4.5 decrease	2.0 increase	OTU (OTU-like cysteine protease family protein)
contig 1299	3.1 increase	2.1 increase	UBE2A (Ubiquitin conjugating protein)

## Conclusions

In this study we have analyzed the changes in expression levels during pineapple fruit ripening using a purpose built pineapple microarray containing 9,277 EST elements. We identified 271 unique pineapple clones with differential expression of at least 1.5-fold from mature green to mature yellow stages of fruit ripening. Of these 271 ESTs, 237 displayed significant homology to plant sequences encoding proteins of known or unknown function. Of these, 160 ESTs were up-regulated and 77 ESTs down-regulated during pineapple fruit ripening. Furthermore, quantitative real-time PCR analysis validated the microarray results for nine out of ten genes randomly chosen from different cellular processes.

Bioinformatics analyses of the microarray results suggest that redox activity is a prominent biological process during pineapple fruit ripening. Organic acid metabolism of citric and malic acid and metalloenzyme activity were also up-regulated during pineapple fruit ripening. The significant increases observed in metalloenzyme encoding genes, may contribute to the bioremediation properties of pineapple waste [23]. Glycolysis related genes were also significantly up-regulated during pineapple fruit ripening, possibly to generate ATP energy reserves for important ripening processes or in response to the influx of sugars and their storage in the vacuole.

Furthermore, L-ascorbate biosynthesis, antioxidant activity and ROS metabolism were determined to be up-regulated during pineapple fruit development. The antioxidant properties of L-ascorbate and glutathionine may be involved in detoxifying H_2_O_2_ as pineapple fruit ripens. H_2_O_2_ may have a biological role activating an up-regulated response of vitamin C accumulation and antioxidant activity during pineapple fruit development.

Our studies also identified two pineapple bromelains, Ac-*122* and Ac-*3033*, which were highly abundant in green mature pineapple tissues and may possibly be involved in plant defense mechanisms against pathogenic attack prior to fruit maturation.

Applying a microarray based approach to studying large scale gene expression changes during fruit development has contributed to our understanding of the molecular basis of pineapple fruit ripening and non-climacteric fruit ripening in general. The development of the pineapple microarray will also enable the future large scale analysis of gene expression changes in other pineapple developmental processes, conditions and treatments.

## Methods

### Plant material and RNA extraction

Commercial field-grown pineapples (*A. comosus* L. Smooth Cayenne, Clone C10) were harvested early in the morning and graded according to ripening appearance [4]. The skin and pith tissues were removed and the middle third of the fruit flesh was snap frozen in liquid nitrogen, pulverized, and stored at −80°C. RNA was extracted using TRIzol reagent (Invitrogen).

### Microarray design and transcript profiling

PCR amplified cDNA elements derived from pineapple fruit, root tip, root and nematode infected roots and gall cDNA libraries were printed in duplicate onto Corning UltraGAPS slides by the Microarray Facility at the ARC Special Research Centre for Functional and Applied Genomics, University of Queensland [49]. The array contains 5533 previously sequenced cDNA elements [50] and 3744 unsequenced elements.

Fruit flesh from the middle third of unripe mature green pineapple and ripe mature yellow pineapple was used for RNA extraction, as previously described [4]. The RNA was labeled with Cy3/Cy5 fluorescent dyes using the LabelStar Array Kit (Qiagen) according to the manufacturer instructions. Labeled cDNA was mixed with 20xSSC (20 μl), liquid block (12 μ), 2%SDS (4 μl) and dH_2_O (up to 200 μl total volume). Denatured labeled target was hybridized to a pineapple microarray slide in submersible hybridization cassette chambers (Ambion) at 55°C for 12 hours. The arrays were then sequentially washed in 2x SSC/0.5% SDS, 1xSSC, 0.5xSSC and 0.05xSSC for 5 minutes at room temperature. Each slide was scanned using an ArrayWorx scanner (Applied Precision) and spot-edited using SoftWorx tracker software (Applied Biosystems). Each array dataset was then imported into GeneSpring software for analysis.

For each replicate slide, the mean and background intensity values from each channel (W595, W685) were log2 transformed and normalized using the LOWESS algorithm to remove intensity dependent effects within the calculated values. Normalized values were used to calculate the Cy3/Cy5 fluorescence ratios from experimental and biological repeats before all replicates were combined. Normalized data with a p-value of < 0.1 that passed a 2-fold standard deviation (2xSD) test from each replicate slide was individually tested. All normalized data possessing a differential expression value of 1.5-fold or more was further considered (Additional file 1: Table S1). 

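The files of the spots past the 2xSD test give contig numbers to 413 clones that have none in the full files, in 98 contigs, and 72 contigs in the copy of Table S1 hold such clones. In 89 contigs they stand beside clones numbered earlier. Contig 187, for example, had a median log2 ratio of -2.91 over 2 newly numbered clones and 0.017 in its earlier clone, and contig 1885 had -2.53 over 9 newly numbered clones and -0.13 in its earlier clone. In contig 55 both kinds were higher in mature yellow fruits, at 1.98 and 1.47.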

Due to redundancy features, unsequenced clones that passed the p-value and 2xSD test, and found to be differentially expressed by 1.5-fold or more were sequenced and updated in the raw data file of each slide. Data was compiled from three hybridizations, including one dye-swap replicate. The microarray data has been entered into the Gene Expression Omnibus at NCBI and the project has been assigned the accession code GSE38521.

### Real-time PCR validation

A total of ten differentially expressed genes were selected based on their function and involvement in pathways and processes important to pineapple fruit development. Biological processes such as redox activity, organic acid metabolism, metalloenzyme activity, L-ascorbate (vitamin C) biosynthesis, antioxidant activity, cysteine-type peptidase activity and ubiquitin proteolysis were considered. A total of 18 green mature pineapple fruits and 18 yellow mature pineapple fruits, were harvested in the morning and processed as previously described [4]. Three biological replicate samples were produced for both green mature and yellow mature pineapple fruit types based on six fruit per replicate. All fruit were cored, sliced from the middle third and diced prior to liquid nitrogen treatment. Frozen diced fruit samples were pooled together according to each biological replicate and tissue type prior to being ground to a fine powder under liquid nitrogen conditions. All ground tissue from each biological replicate was homogenized and thoroughly mixed prior to RNA extraction procedures. A total of 2.5ug RNA was extracted for each biological triplicate tissue type according to methods previously described [51]. The total RNA was used for RT-cDNA synthesis using SuperScript® III Reverse Transcriptase (Invitrogen, Carlsbad, CA) and the resulting cDNA template was diluted five-fold in molecular grade water (Promega, Madisson, WI). Real-time assays were conducted for all ten target genes by using the 7900HT Sequence Detection System (Applied Biosystems, Foster City, CA) and *ActinB* was used as the reference gene. Real-time assays were based on three biological and technical replicates of green mature and yellow mature pineapple fruit tissue types. Gene expression and statistical analysis was performed using SDS version 2.2.2 software (Applied Biosystems, Foster City, CA).

### Bioinformatics analysis of normalized microarray data

The National Centre Bioinformatics Information (NCBI) BlastX tool was used to putatively annotate all normalized genes (1.5-fold) of which *Arabidopsis thaliana* homolog tags were assigned to each clone using The Arabidopsis Information Resource (TAIR) online database. Gene Ontology (GO) classification systems was used to assign putative function to each clone by way of biological process, molecular function and cellular components. The Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.7b [7] was used to determine pathways and processes of major biological significance and importance through the Functional Annotation Cluster (FAC) tool based on the GO annotation function.

### DAVID functional annotation cluster analysis

DAVID FAC analysis was conducted on two independent normalized gene lists containing the 1.5-fold up-regulated normalized genes and 1.5-fold down-regulated normalized genes. High stringency ease score parameters were selected, to indicate confident enrichment scores of functional significance and importance of the given pathways and processes investigated. The Gene Ontology (GO) system in DAVID was utilized to identify enriched biological themes in both gene lists.

### Mapping and visual pathway analysis

MapMan (v3.1.1) and *Kyoto Encyclopedia of Genes and Genomes* (KEGG) pathway tools were used to visually map cluster of pineapple genes involved in common pathways and processes for both pathway-specific and molecular overview purposes. KEGG pathway tools were utilized through DAVID online tools. Since visual mapping was the primary objective, all normalized genes that were differentially expressed by 1.5-fold were considered for the MapMan and KEGG pathway analysis. Heat map analyses were also conducted through DAVID to produce a matrix of enriched GO terms with common pineapple genes that were 1.5-fold or more up- and down-regulated. The green and black shading on the heat map matrix indicates a positive and negative correlation between the enriched GO term and given pineapple gene, respectively.

### Enzyme abbreviations

superoxide dismutase (SOD-*119*, SOD-*3200*), metallothionein (MET), phytochromeA (PHYTA), myo-inositol oxygenase 4 (MIOX4), myo-inositol oxygenase 2 (MIOX2), L-galactose-1-phosphate phosphatase (GPP), 2-cys peroxiredoxin BAS1 (PXDN-B1), superoxide dismutase (SOD-*119*, SOD-*3200*) and L-ascorbate peroxidase 3 (APOX3), fruit bromelains (Ac-*122*, Ac-*3033*), MGS (mono-galactosyldiacyl-glycerol synthase), glyceraldehyde 3-phosphate dehydrogenase (G3PD-*816)*, ascorbate peroxidase (ASP), copper/zinc superoxide dismutase 2 (CSD2), OTU-like cysteine protease family protein (OTU) ubiquitin conjugating protein (UBE2A), GAST-like protein (GAST).

note: where an enzyme abbreviation appears with an italicized number separated with a hyphen, it indicates an internal identifier corresponding to the related contig number for that enzyme (e.g. G3PD-*763,* SOD-*119,* Ac-*122*).

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

JHK undertook bioinformatics analysis of normalized microarray data, DAVID functional annotation cluster analysis, mapping and visual pathway analysis and real-time PCR validation analyses and contributed to manuscript preparation. RLM contributed to experimental design, undertook cDNA library construction, target labeling and microarray hybridizations, spot editing and normalization procedures. JRB conceived, designed and directed the research and contributed to manuscript preparation. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1.** Full list of microarray elements displaying at least 1.5x change in expression between mature green and mature yellow stages of pineapple fruit ripening. Systematic ID refers to the contig number assigned during EST sequence assembly. Normalized integer refers to the fold difference in expression between mature green (Pine3) and mature yellow (Pine9) stages of fruit ripening. 

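The copy of Table S1 used here holds 252 of the 271 rows, 169 with a positive and 83 with a negative value. In the deposited intensities, 244 of the 252 contigs had the direction of the table and 8 the opposite one, and Spearman's rho between the paper's values and those here was 0.876 across contigs, which are not independent replicates. The table was chosen on these slides, so this is not independent evidence. One direction on all 3 slides was found for 189 contigs and 1.5-fold or more for 127. Limma called 7 over all features and 99 adjusted over the list alone. Among contigs with the same direction, the paper's fold was at the median 1.39 times the size recomputed here.

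**Figure D3:**
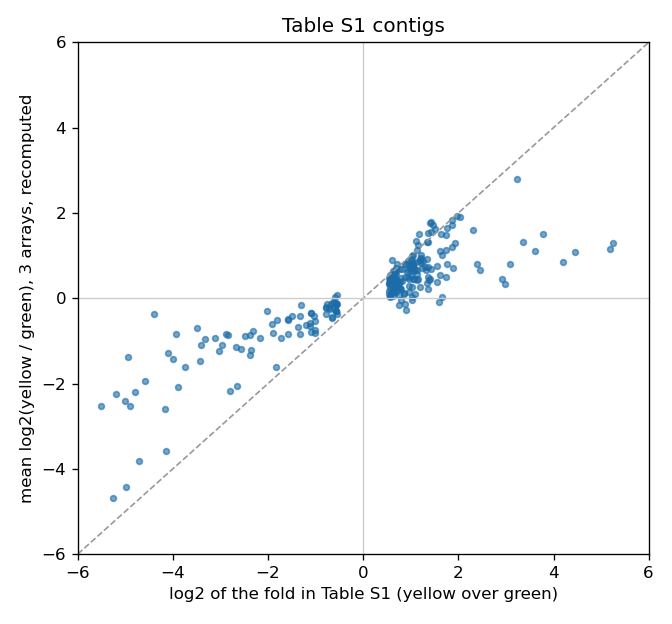
Mean log2 ratio of mature yellow over mature green fruit over the 3 slides (vertical axis) against the log2 of the paper's fold in Table S1 (horizontal axis), one point per contig, with equal values on the dashed line. Of the 252 points, 244 lie on the same side of 0 on both axes, and most lie nearer 0 on the vertical axis.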

A positive normalized integer indicates up-regulation in mature yellow fruit (or down-regulation in mature green fruit) while a negative normalized integer indicates up-regulation in mature green fruit (or down-regulation in mature yellow fruit). Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

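Flesh of mature green and mature yellow pineapple fruit was compared on 3 two-colour cDNA arrays, with the dyes exchanged on replicate 2. The methods speak of experimental and biological repeats without saying which hybridizations are which, and the 3 were treated as replicates. If the slides share the same RNA extracts, the SDs and p-values cover variation between hybridizations and not between fruits. The authors deposited scanner intensities of both channels and of the local background for every spot, without background correction or normalization, after editing the spots in the scanner software. The full files hold median intensities for replicates 1 and 2 and mean intensities for replicate 3. For the spots that passed their 2xSD test, the authors deposited mean intensities together with contig numbers of further sequenced clones. The authors also deposited a table of processed values per contig, a score that is the ratio where it is 1 or more and minus its reciprocal where it is below 1, made in their software and described in the methods as LOWESS normalized, although the values of the third slide nearly equal the scanner software's spot ratios. A further score, the scanner software's own spot ratio, was used only to set it beside that table.

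Computation was done in R 4.3.3 with limma 3.58.1, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Spots marked abnormal by the scanner software were left out. Intensities were background corrected by normexp with an offset of 50 and normalized by loess within each slide, with blank and control spots given no weight. Ratios were turned to yellow over green, duplicate spots were averaged, and the elements with one contig number were averaged with equal weight. Contig numbers came from both kinds of file. A feature needed values on at least 2 slides. Each feature was tested by limma with an intercept, moderated variances (prior degrees of freedom 1.65) and Benjamini-Hochberg adjustment over all features, and a call needed 1.5-fold or more and an adjusted p under 0.05. There is 1 array on each slide, so slide and replicate are the same. Columns of values per sample that were not used number 0.

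The contigs named are those in the text and Tables 1 to 3 of the paper, and for the whole array the 5 largest rises and the 5 largest falls among the called features with one direction on all slides. Contigs named outside this rule are marked as chosen after their values were seen. The lists of Tables 1 and 2 were picked by the paper on the same slides, so they are given as counts and medians without a set test. Contig numbers printed in the heat maps were read from the pictures and are only described. Sets of features were built from fixed keywords in the deposited descriptions, taken literally, for ribosomal proteins, ubiquitin or proteasome, bromelain or cysteine proteases, metallothioneins, redox enzymes, glycolytic enzymes and heat shock proteins. Those with at least 3 features were tested with fry of limma, and with camera at a preset correlation of 0.01 as the alternative. Where trend and robust variances were tried, fry used the robust option alone. The values of Table S1 were read from the supplementary file of the paper and compared by direction and size.

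The procedure was tested on simulated slides with 200 features changed by a log2 ratio of 2 in the comparison of mature yellow with mature green fruit (7773 features). With the offset of 50 limma called 0 of those drawn from all features, with 91 at an unadjusted p under 0.05, and 36 of those drawn from features past the 2xSD test on all slides, with 1 false call. With an offset of 0 it called 9 and 131, with plain subtraction 181 of those from all features, and when fitted to simulated log2 ratios directly 170 with 6 false calls. Simulated spots were built on the measured backgrounds without added background noise, with SDs from the offset-50 fit drawn without regard to brightness. Plain subtraction therefore recovers the planted ratios by construction, and its 181 does not measure its power on the real slides. In 50 repeats without any change, fry gave an unadjusted p under 0.05 for 4.67% of the sets. A set shifted by 0.5 had an adjusted p of 0.00159 from fry.

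Alternatives covered background correction, normalization within and between slides, filters on dim spots, the fit, the unit of a feature, the mean over slides, the deposited processed values, an ordinary test of the 3 log2 ratios against 0 at the p-value limit of the methods (which name no test), the threshold, the set test and leaving out each replicate. Those added after the data were seen used the contig numbers of the full files only, a robust limit for dim spots, the mean intensities of the 2xSD spots and wider keyword spellings, and left out saturated spots (either channel at 65535). Of these, the wider spellings were what was run first, and the literal keywords then replaced them because they are what had been written down. With each element as a feature, a contig's value and adjusted p are medians over its elements, also in the ranges over the alternatives. The qRT-PCR measurements and the functional annotation and pathway mapping were not analysed here, and no sequences were used.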

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

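The tests on the called features in this part, by other signs of the slides and in the dye direction, were chosen only after the calls were seen.

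Among the 10 called features, 3 are cDNA elements without a contig number, JBW114A12, JBW081B01 and JBW017B03, with folds of 6.65, 4.82 and -19.6. A further 5 are contigs that the paper's text and Tables 1 to 3 do not name, contigs 55, 187, 191, 1885 and 3411, all of them in the copy of Table S1. They are set out here because they lie outside the genes that the paper discusses. Contig 3411, with a fold of -3.03 and a log2 ratio of -1.60 ± 0.045 (SD, n = 3 slides, limma's adjusted p = 0.0456), falls outside the naming rule and was chosen after its values were seen. Its 3 newly numbered clones had a median of -0.97 and its earlier clone lay at -0.013. The mean over its 4 elements therefore depends mainly on its lowest clone, and the SD covers slides, not clones.

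Turning the signs of the slides cannot exclude chance as the source of the 10 calls. The signs of 3 slides can be set in 4 ways, so a share under 0.05 is out of reach, and 1 of the 4, the real one, gave as many calls. Limma called 0 features with replicate 1 turned, 0 with replicate 2 turned and 0 with replicate 3 turned, and 9, 105 and 11 features had an unadjusted p under 0.05 with 1.5-fold or more, against 288 for the real signs.

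No test here decides whether dye bias had a part in these calls. A dye term in the fit, which changed the count to 68, left 10 of the 10 called. That outcome was all but fixed, since features called for close agreement of the 3 slides leave little to a dye term. Only replicate 2 was swapped, so the term cannot separate dye from that slide's own effect. With every slide taken in the dye direction, which is replicate 2 turned, limma called 0 of all features, with 105 past the unadjusted limits. That 0 does not bear on the 10 calls, since turning any slide sets features of one direction against themselves. Turning replicate 1 or replicate 3 also gave 0. That the called features share one direction on all slides is no separate evidence, since it is part of what made them calls. The 105 features past the unadjusted limits in the dye direction, against 9 and 11 for the other turned slides, leave a dye effect in other features open. With the dye term, 1772 features had an unadjusted p under 0.05 from limma, against 696 without it. A difference between the ripening stages stays open as a hypothesis, as does cross-hybridization between related genes, which was not tested. Without replicate 1 and without replicate 2 limma called no feature, with 189 and 367 past the unadjusted limits, and without replicate 3 it called 5, of which 3 are among the 10.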

How the results depend on the processing

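The alternatives were chosen before the data were examined, except for 5 that were chosen after: the contig numbers of the full files only, the robust limit for dim spots, the mean intensities of the 2xSD spots, the wider keyword spellings and leaving out saturated spots. Limma's counts of calls are given as features in all and then as contigs of the paper's tables. The reported setting called 10 features (4 up, 6 down), with 7 of Table S1 (99 over that list alone), 1 of Tables 1 and 2 and 1 of Table 3.

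No background correction gave 18 features (4 up, 14 down), with 13 of Table S1 (57 over that list alone), 1 of Tables 1 and 2 and 2 of Table 3. Plain subtraction gave 59 features (24 up, 35 down), with 19 of Table S1 (97 over that list alone), 3 of Tables 1 and 2 and 2 of Table 3. An offset of 0 gave 34 features (11 up, 23 down), with 24 of Table S1 (122 over that list alone), 3 of Tables 1 and 2 and 3 of Table 3. Median centring gave 6 features (1 up, 5 down), with 4 of Table S1 (101 over that list alone), 1 of Tables 1 and 2 and 0 of Table 3, with 314 features at an unadjusted p under 0.05 and 1.5-fold. Scale normalization between slides gave 0 features (0 up, 0 down), with 0 of Table S1 (4 over that list alone), 0 of Tables 1 and 2 and 0 of Table 3, with 171 features past those unadjusted limits. The filter by blank spots gave 118 features (55 up, 63 down), with 77 of Table S1 (115 over that list alone), 9 of Tables 1 and 2 and 5 of Table 3, among 1715 features. The authors' 2xSD spots gave 110 features (56 up, 54 down), with 69 of Table S1 (125 over that list alone), 8 of Tables 1 and 2 and 4 of Table 3, among 2126 features. A dye term gave 68 features (35 up, 33 down), with 40 of Table S1 (122 over that list alone), 3 of Tables 1 and 2 and 3 of Table 3. Trend and robust variances gave 28 features (7 up, 21 down), with 18 of Table S1 (108 over that list alone), 2 of Tables 1 and 2 and 2 of Table 3. Each element as a feature gave 222 features (47 up, 175 down), with 13 of Table S1 (43 over that list alone), 3 of Tables 1 and 2 and 2 of Table 3. In this setting a contig's log2 ratio, p and adjusted p are medians over its elements, so its contig counts are not tests of a contig. The median over elements gave 0 features (0 up, 0 down), with 0 of Table S1 (86 over that list alone), 0 of Tables 1 and 2 and 0 of Table 3, with 276 features past the unadjusted limits. The deposited processed values, where LOWESS does not show in replicate 3, gave 136 features (102 up, 34 down), with 98 of Table S1 (141 over that list alone), 13 of Tables 1 and 2 and 8 of Table 3. Of those chosen after, the full-file contig numbers gave 227 features (47 up, 180 down), with 13 of Table S1 (34 over that list alone), 3 of Tables 1 and 2 and 1 of Table 3, the robust limit 18 features (6 up, 12 down), with 13 of Table S1 (102 over that list alone), 1 of Tables 1 and 2 and 1 of Table 3, the mean intensities of the 2xSD spots 115 features (42 up, 73 down), with 71 of Table S1 (115 over that list alone), 10 of Tables 1 and 2 and 5 of Table 3 and leaving out saturated spots 10 features (4 up, 6 down), with 7 of Table S1 (99 over that list alone), 1 of Tables 1 and 2 and 1 of Table 3.

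An ordinary test of the 3 log2 ratios against 0, put in place of the test that the methods do not name, gave at p under 0.1 210 features (128 up, 82 down) unadjusted and 0 after adjustment. Limma at an adjusted p under 0.1 gave 22 (8 up, 14 down). The arithmetic mean of ratios changes sizes only and has no test. Print-tip loess was not run, since the files give no printed blocks. The filters test fewer features and the ordinary test was also counted without adjustment, and for the other changes the cause was not tested.

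Leaving out each replicate in turn, limma called 0 to 5 features (0 to 0 up, 0 to 5 down), 0 to 3 contigs of Table S1 (30 to 111 over that list alone), 0 to 1 of Tables 1 and 2 and 0 to 0 of Table 3. Without replicates 1, 2 and 3, 189, 367 and 432 features passed the unadjusted limits. The count with the direction of Table S1 ran from 232 to 241, Spearman's rho from 0.841 to 0.861, and the median log2 ratio of the glycolysis list from 0.74 to 0.89. With fewer slides the test has fewer degrees of freedom.

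Of 38 named contigs, 30 kept their direction in every setting that gave them a value (at most 20), and 15 of 750 values reversed. Contig 3350 turned to -0.13 without background correction, -0.010 with plain subtraction and -0.19 without replicate 2. Contig 180 turned to -0.40 with plain subtraction, -0.19 with median centring and -0.29 with the mean intensities. The deposited processed values turned contigs 1110 (-0.36), 1433 (0.12), 422 (-0.29) and 1322 (0.44), and the full-file contig numbers turned contigs 1110 (-0.11) and 422 (-0.056). The phytochrome A contig turned to -0.12 without replicate 2, and contig 154 to -0.11 without replicate 3 and -0.037 with the mean intensities. Leaving out each replicate gave -0.19 to 0.42 for contig 3350, -0.11 to 0.62 for contig 154 and -0.12 to 0.28 for the phytochrome A contig. For the full-file numbers and the left-out slides the change follows from using fewer elements or slides, and for the others the cause was not tested.

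Keyword sets are given as the mean log2 ratio, with the adjusted p of fry in brackets. The direction is that of the test, which weights features by their variance, so it can differ from the sign of the mean. The ribosomal protein set, at 0.10 (adjusted p = 0.0739), had adjusted p values from 0.0202 to 0.296 over the alternatives. The ribosomal protein set passed 0.05 with no background correction 0.055 (0.0318), the filter by blank spots 0.41 (0.0336), the 2xSD spots 0.35 (0.0287), single elements 0.086 (0.0202), the median over elements 0.11 (0.0481), camera 0.10 (0.0253). The ubiquitin or proteasome set, at 0.11 (adjusted p = 0.0383), had adjusted p values from 0.00630 to 0.694 over the alternatives. The ubiquitin or proteasome set no longer passed with no background correction 0.085 (0.0509), plain subtraction 0.13 (0.111), an offset of 0 0.090 (0.0967), median centring 0.11 (0.259), scale normalization 0.13 (0.280), replicate 1 left out 0.11 (0.146), replicate 3 left out 0.11 (0.131). Its tested direction reversed with the mean intensities 0.0045 (0.694). The glycolytic set, at 0.39 (adjusted p = 0.0517), had adjusted p values from 0.00298 to 0.280 over the alternatives. The glycolytic set passed 0.05 with no background correction 0.33 (0.0223), the filter by blank spots 0.98 (0.0196), the 2xSD spots 0.95 (0.0182), single elements 0.47 (0.0202), the median over elements 0.41 (0.0284), the deposited processed values 1.74 (0.00418), the full-file numbers 0.39 (0.0488), the robust limit 0.55 (0.0407), the mean intensities 0.67 (0.0364), camera 0.39 (0.00298). The heat shock set, at 0.18 (adjusted p = 0.0564), had adjusted p values from 0.0202 to 0.296 over the alternatives. The heat shock set passed 0.05 with no background correction 0.11 (0.0223), single elements 0.24 (0.0202), the median over elements 0.18 (0.0259), camera 0.18 (0.0253). The bromelain or cysteine protease set, at -0.15 (adjusted p = 0.0929), had adjusted p values from 0.00809 to 0.917 over the alternatives. The bromelain or cysteine protease set passed 0.05 with no background correction -0.073 (0.0318), the filter by blank spots -0.40 (0.00809), the 2xSD spots -0.41 (0.00998), the median over elements -0.25 (0.0259), the mean intensities -0.91 (0.00817). Its tested direction reversed with scale normalization -0.18 (0.564), a dye term -0.15 (0.917), single elements 0.34 (0.0202), the deposited processed values 0.37 (0.277), replicate 1 left out -0.16 (0.791), replicate 2 left out -0.14 (0.258), the full-file numbers 0.26 (0.110). The redox set, at 0.048 (adjusted p = 0.609), had adjusted p values from 0.0199 to 0.996 over the alternatives. The redox set passed 0.05 with the filter by blank spots 0.38 (0.0405), the 2xSD spots 0.38 (0.0486), the deposited processed values 0.87 (0.0199). Its tested direction reversed with plain subtraction -0.22 (0.120), scale normalization 0.13 (0.545), replicate 3 left out -0.0040 (0.131), camera 0.048 (0.847). Leaving out each replicate in turn gave means of -0.16 to -0.14 for the bromelain or cysteine protease set and -0.0040 to 0.10 for the redox set. For the sets the cause was not tested.

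In simulated slides, what was called near the background depended on the background step. Those slides carried no added background noise, so plain subtraction returns the planted change by construction, and its count is not its power here. On the real slides the median net signal was 27.0, 116 and 15.8 units in the green fruit channel. In the simulated comparison of the stages (200 changed of 7773 features), a log2 change of 2 was read at the median on replicate 3 as 0.19 with the offset of 50 (0 called by limma, 91 at an unadjusted p under 0.05), as 0.65 with an offset of 0 (9 called) and as 1.99 with plain subtraction (181 called).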

Differences from the paper's values

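Every alternative in this part was chosen before the data were examined, except the contig numbers of the full files, the robust limit and the mean intensities of the 2xSD spots, which were chosen after seeing the values. A fold differs where its sign differs or where the distance on the log2 scale exceeds the SD between slides, and a count where one is more than 1.5 times the other. An alternative can therefore remove a difference by a wider SD as well as by a nearer value. The folds here are at the median smaller than those of Table S1, by a factor of 1.39 in size.

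Contig 30 (Table 1) is 2.3 in the paper and 1.83 here, a difference that went away with scale normalization (2.02), the 2xSD spots (2.13) and single elements (1.98) but not with the others set before the data were examined. The paper gives 2.1 for contig 1110 (Table 1), and the value here is 1.64, a difference that went away with scale normalization (1.69), the filter by blank spots (2.17), the 2xSD spots (2.17), single elements (2.10), the median over elements (2.01), replicate 1 left out (1.68) and replicate 3 left out (1.77) but not with the others set before the data were examined; of those chosen after seeing the values, it went away with the mean intensities (1.82), which drops 36 contigs of Table S1. For contig 441 (Table 1) the paper has 1.6 and the value here is 1.24, a difference that went away with plain subtraction (1.41), an offset of 0 (1.29), median centring (1.28), scale normalization (1.37), the filter by blank spots (1.57), the 2xSD spots (1.41), single elements (1.29), the arithmetic mean (1.26), the deposited processed values (1.96) and replicate 3 left out (1.21) but not with the others set before the data were examined; of those chosen after seeing the values, it went away with the mean intensities (1.29), which drops 36 contigs of Table S1. Here contig 3189 (Table 1) came to 1.91, and the paper's value is 2.3, a difference that went away with an offset of 0 (1.88), median centring (1.92), scale normalization (2.47) and the deposited processed values (2.58) but not with the others set before the data were examined. Contig 113 (Table 1) is 1.6 in the paper and 1.34 here, a difference that went away with plain subtraction (1.45), an offset of 0 (1.39), median centring (1.39), scale normalization (1.39), the filter by blank spots (1.56), the 2xSD spots (1.53), single elements (1.47) and the deposited processed values (1.96) but not with the others set before the data were examined. The paper gives 3.1 for contig 1299 (Table 1), and the value here is 1.64, a difference that went away with the deposited processed values (3.49) but not with the others set before the data were examined. For contig 861 (Table 1) the paper has 1.6 and the value here is 1.20, a difference that went away with plain subtraction (1.40), the filter by blank spots (1.76), the 2xSD spots (1.42) and the deposited processed values (1.57) but not with the others set before the data were examined. Here contig 1433 (Table 1) came to -1.45, and the paper's value is -2, a difference that went away with plain subtraction (-2.06), median centring (-1.61) and scale normalization (-1.59) but not with the others set before the data were examined; of those chosen after seeing the values, it went away with the mean intensities (-2.06), which drops 36 contigs of Table S1. Contig 153 (Table 1) is -2.2 in the paper and -1.50 here, a difference that went away with plain subtraction (-2.30) but not with the others set before the data were examined; of those chosen after seeing the values, it went away with the mean intensities (-1.97), which drops 36 contigs of Table S1.

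The paper gives 12.2 for contig 422 (Table 2), and the value here is 2.15, a difference that held under every alternative set before the data were examined. For contig 119 (Table 2) the paper has 2.7 and the value here is 1.61, a difference that went away with scale normalization (1.82) and the deposited processed values (2.68) but not with the others set before the data were examined. Here contig 3096 (Table 2) came to 1.40, and the paper's value is 2.3, a difference that went away with scale normalization (1.72) and the deposited processed values (2.74) but not with the others set before the data were examined. Contig 3200 (Table 2) is 2.2 in the paper and 1.77 here, a difference that went away with scale normalization (1.92), a dye term (1.87), replicate 1 left out (1.86) and replicate 3 left out (1.88) but not with the others set before the data were examined. The paper gives 1.6 for contig 37 (Table 2), and the value here is 1.36, a difference that went away with plain subtraction (1.84), an offset of 0 (1.46), scale normalization (1.36), the filter by blank spots (1.58), the 2xSD spots (1.58), a dye term (1.42), single elements (1.41), the arithmetic mean (1.37), the deposited processed values (1.97), replicate 1 left out (1.40) and replicate 3 left out (1.44) but not with the others set before the data were examined; of those chosen after seeing the values, it went away with the mean intensities (1.54), which drops 36 contigs of Table S1. For contig 3033 (Table 2) the paper has -17.8 and the value here is -11.9, a difference that went away with plain subtraction (-20.5), an offset of 0 (-15.7), median centring (-14.5), scale normalization (-19.9), single elements (-22.0) and the deposited processed values (-10.5) but not with the others set before the data were examined. Here contig 1322 (Table 2) came to -1.86, and the paper's value is -5.6, a difference that held under every alternative set before the data were examined; of those chosen after seeing the values, it went away with the mean intensities (-3.62), which drops 36 contigs of Table S1. Contig 3424 (Table 2) is -5.2 in the paper and -2.52 here, a difference that went away with plain subtraction (-5.52), scale normalization (-3.25), the filter by blank spots (-4.53), the 2xSD spots (-4.53) and the deposited processed values (-3.25) but not with the others set before the data were examined; of those chosen after seeing the values, it went away with the mean intensities (-6.40), which drops 36 contigs of Table S1. The paper gives -4.5 for contig 756 (Table 2), and the value here is -1.89, a difference that went away with scale normalization (-2.28), the filter by blank spots (-3.32) and the 2xSD spots (-2.87) but not with the others set before the data were examined; of those chosen after seeing the values, it went away with the mean intensities (-3.77), which drops 36 contigs of Table S1.

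For contig 604 (Table 3) the paper has 8.5 and the value here is 1.74, a difference that went away with the filter by blank spots (5.68), the 2xSD spots (5.68) and the deposited processed values (10.5) but not with the others set before the data were examined; of those chosen after seeing the values, it went away with the mean intensities (6.15), which drops 36 contigs of Table S1. Here the fold decrease of contig 35 (Table 3) came to 4.17, and the paper's value is 6.3, a difference that went away with an offset of 0 (5.62), median centring (4.44) and scale normalization (5.15) but not with the others set before the data were examined; of those chosen after seeing the values, it went away with the mean intensities (6.71), which drops 36 contigs of Table S1.

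Contig 3033 (bromelain paragraph) is -31.75 in the paper and -11.9 here, a difference that went away with scale normalization (-19.9) and the deposited processed values (-10.5) but not with the others set before the data were examined; of those chosen after seeing the values, it went away with the full-file numbers (-31.5), which drops 5 contigs of Table S1.

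The paper gives 7.563 for the glyceraldehyde-3-phosphate dehydrogenase contig at the top of the range for Figure 2a (Table S1), and the value here is 1.38, a difference that held under every alternative set before the data were examined. For contig 55 (Table S1) the paper has 3.642 and the value here is 3.31, a difference that went away with plain subtraction (4.01), an offset of 0 (3.81), median centring (3.51), scale normalization (4.70), the filter by blank spots (3.67), single elements (3.31), the arithmetic mean (3.32), the deposited processed values (4.68), replicate 2 left out (3.48) and replicate 3 left out (3.31) but not with the others set before the data were examined. Here the phytochrome A contig (Table S1) came to 1.08, and the paper's value is 2.128, a difference that went away with plain subtraction (1.23) and the deposited processed values (1.30) but not with the others set before the data were examined. Contig 3411 (Table S1) is -13.4 in the paper and -3.03 here, a difference that went away with scale normalization (-4.20) but not with the others set before the data were examined. The paper gives -18.0 for contig 1885 (Table S1), and the value here is -6.03, a difference that went away with scale normalization (-9.30) but not with the others set before the data were examined. For contig 187 (Table S1) the paper has -24.1 and the value here is -3.82, a difference that held under every alternative set before the data were examined. Here the bromelain inhibitor Ac124 (Table S1) came to -14.2, and the paper's value is -26.0, a difference that went away with plain subtraction (-27.7), an offset of 0 (-19.6), scale normalization (-22.8), single elements (-23.2) and the median over elements (-22.2) but not with the others set before the data were examined; of those chosen after seeing the values, it went away with the mean intensities (-24.9), which drops 36 contigs of Table S1. Contig 191 (Table S1) is -38.3 in the paper and -25.9 here, a difference that went away with an offset of 0 (-35.9), median centring (-33.9), scale normalization (-52.1) and replicate 2 left out (-24.9) but not with the others set before the data were examined; of those chosen after seeing the values, it went away with the mean intensities (-49.8), which drops 36 contigs of Table S1.

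The paper gives 1.51 for the lowest fold of Figure 2a, and the value here is -1.12, a difference that held under every alternative set before the data were examined. The -1.12 is the mean of 2 clones of the cytochrome b5 contig that disagree, with log2 ratios of 0.45 and -0.77. For the lowest fold of Figure 2b the paper has 1.5 and the value here is -1.11, a difference that went away with the filter by blank spots (1.11) and the deposited processed values (1.02) but not with the others set before the data were examined. Here the highest fold of Figure 2b came to 3.75, and the paper's value is 8.52, a difference that went away with no background correction (3.76), scale normalization (4.09), the filter by blank spots (5.68), the 2xSD spots (5.68), a dye term (4.51), the arithmetic mean (4.47), the deposited processed values (10.5), replicate 1 left out (3.73) and replicate 3 left out (5.45) but not with the others set before the data were examined; of those chosen after seeing the values, it went away with the mean intensities (6.15), which drops 36 contigs of Table S1. The lowest and highest folds are extremes of a list, so the contig compared can differ between the paper and each setting. For Figure 2b the 3.75 is contig 763, while Table S1 gives 8.518 for contig 604, which came to 1.74 here. The 5.68 under the filters is contig 604. The lowest fold of Figure 2c is 1.51 in the paper and 1.08 here, a difference that went away with an offset of 0 (1.04), the filter by blank spots (1.36) and the 2xSD spots (1.36) but not with the others set before the data were examined. The paper gives 271 for the number of changed features, and the value here is 10. By the limit of 1.5 times, this difference went away with single elements (222) and the ordinary unadjusted test of the 3 slides (210). It did not with the others set before the data were examined. Of those chosen after seeing the values, it went away with the full-file numbers (227), which drops 5 contigs of Table S1. The 271 of the paper are unique cDNAs, while the 222 are single elements, so these counts differ in unit. With the full-file numbers, newly numbered clones were also counted singly. The bromelain inhibitor Ac124 alone has 152 elements. Falls made up 175 of the 222 and 180 of the 227. In each setting 13 contigs of Table S1 were called, with single elements by medians over a contig's elements. For the number of up-regulated features (in the paper only sequences with homologs, here all features) the paper has 160 and the value here is 4, a difference that went away with the ordinary unadjusted test of the 3 slides (128) but not with the others set before the data were examined. Here the number of down-regulated features (in the paper only sequences with homologs, here all features) came to 6, and the paper's value is 77, a difference that went away with the filter by blank spots (63), the 2xSD spots (54) and the ordinary unadjusted test of the 3 slides (82) but not with the others set before the data were examined; of those chosen after seeing the values, it went away with the mean intensities (73), which drops 36 contigs of Table S1.

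The bromelain paragraph exchanges the folds that Table 2 gives for contigs 122 and 3033. The text gives the array folds of contigs 604 and 816 in the reverse order of Table 3, and Table S1 gives higher folds for contigs 1299, 3096, 1366 and 3200 than Tables 1 and 2. In Figure 2a, which the paper shows as higher in mature yellow fruits, 23 of 25 contigs had that direction. A cytochrome b5 and a malate dehydrogenase contig were lower in mature yellow fruits. The 2 clones of the cytochrome b5 contig disagreed. Its earlier clone was higher on all 3 slides, at 0.45, and its newly numbered clone was lower, at -0.77. In Figure 4a, 5 of 6 contigs were lower, and a putative AAA-metalloprotease had a fold of 1.01. These were named after their values were seen.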

Other observations

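The test of the third slide's deposited values was chosen only after the result was seen, and the tests on newly numbered clones were written before theirs.

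In 89 contigs, clones that only the 2xSD files number stand beside clones numbered in the full files, and many of the former lie away from the latter, as in contigs 187 and 1885. The tables argue against the choice of changed clones for sequencing as the whole cause, since newly numbered clones lay 0.91 from the earlier clones of their contig and earlier clones that changed as much lay 0.48, a mean difference of 0.43 over 74 contigs (permutation p = 1e-05, the smallest these permutations can give). Dim earlier clones do not account for it alone, since the distance was 0.86 from bright earlier clones and 0.20 between bright earlier clones, a difference of 0.67 over 20 contigs (permutation p = 4.5e-04). Dye bias stays open. Of 48 contigs with a difference of 1 or more on the log2 scale on the slides without the dye swap, 48 kept its sign on the dye-swap slide, but the newly numbered clones were sequenced for a change over all slides, so this does not decide it. Comparison clones are shared between contigs, and selection and dimness together were not tested. A candidate explanation is that some newly numbered clones carry a contig number that is not theirs, and another is cross-hybridization or transcripts of related genes. No sequences were used, so these stay open, and no biological explanation was tested.

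In the deposited table of processed values, 90.8% of the values of the third slide lie above 1. Of 676 contigs, 98.5% lie within 1% of the mean of the scanner software's spot ratios, against 0.697% of 861 and 0.914% of 985 for the first and second slides. This is consistent with values of the third slide that did not pass through LOWESS, a hypothesis found and tested on the same data.

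Keyword sets were tested with fry over the 3 slides. The ubiquitin or proteasome set (53 features, 35 higher) had a mean log2 ratio of 0.11 and an adjusted p of 0.0383. The glycolytic set (18 of 19 features measured on all slides, 13 higher) had 0.39 and 0.0517, the heat shock set (5, 4 higher) 0.18 and 0.0564, and the ribosomal protein set (53, 36 higher) 0.10 and 0.0739. The bromelain or cysteine protease set (9, 5 higher) had -0.15 with a median of 0.0083 and 0.0929, and the redox set (26, 12 higher) 0.048 with a median of -0.015 and 0.609. The negative mean of the bromelain or cysteine protease set does not describe most of its members. Contig 3033, described as fruit bromelain, lay at -3.57. Fruit bromelain contig 122 is described in the files as unsequenced, so the literal keywords do not reach it. Only the ubiquitin or proteasome set passed 0.05 in this setting. The metallothionein set holds 2 features and was not tested. Some members carry descriptions that name nematode genes.

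The bromelain inhibitor Ac124 of the paper's text was lower in mature yellow fruits in all 152 of its 152 elements, most of them described in the files as unsequenced, with a fold of -14.2 and a log2 ratio of -3.82 ± 0.53 (SD, n = 3 slides, limma's adjusted p = 0.0725). Over the alternatives tested, limma's adjusted p ran from 2.3e-10 to 0.768 and was under 0.05 in 12 of them. On replicate 2, 7 of its spots were saturated, and without them its log2 ratio was -3.82. In Table S1, 25 of the 252 contigs have a size under 1.5, the smallest 1.45, 47 have a p of 0.1 or more and 4 have none.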
